# Transcriptomic Analysis of *Mecp2* Mutant Mice Reveals Differentially Expressed Genes and Altered Mechanisms in Both Blood and Brain

**DOI:** 10.3389/fpsyt.2019.00278

**Published:** 2019-04-29

**Authors:** Albert Sanfeliu, Karsten Hokamp, Michael Gill, Daniela Tropea

**Keywords:** Rett syndrome, methyl-CpG-binding protein 2, gene expression, transcriptomics, cerebellum, blood

## Abstract

Rett syndrome is a rare neuropsychiatric disorder with a wide symptomatology including impaired communication and movement, cardio-respiratory abnormalities, and seizures. The clinical presentation is typically associated to mutations in the gene coding for the methyl-CpG-binding protein 2 (*MECP2*), which is a transcription factor. The gene is ubiquitously present in all the cells of the organism with a peak of expression in neurons. For this reason, most of the studies in Rett models have been performed in brain. However, some of the symptoms of Rett are linked to the peripheral expression of *MECP2*, suggesting that the effects of the mutations affect gene expression levels in tissues other than the brain. We used RNA sequencing in *Mecp2* mutant mice and matched controls, to identify common genes and pathways differentially regulated across different tissues. We performed our study in brain and peripheral blood, and we identified differentially expressed genes (DEGs) and pathways in each tissue. Then, we compared the genes and mechanisms identified in each preparation. We found that some genes and molecular pathways that are differentially expressed in brain are also differentially expressed in blood of *Mecp2* mutant mice at a symptomatic—but not presymptomatic—stage. This is the case for the gene *Ube2v1*, linked to ubiquitination system, and *Serpin1*, involved in complement and coagulation cascades. Analysis of biological functions in the brain shows the enrichment of mechanisms correlated to circadian rhythms, while in the blood are enriched the mechanisms of response to stimulus—including immune response. Some mechanisms are enriched in both preparations, such as lipid metabolism and response to stress. These results suggest that analysis of peripheral blood can reveal ubiquitous altered molecular mechanisms of Rett and have applications in diagnosis and treatments’ assessments.

## Introduction

Rett syndrome (RTT) is a rare neurological disease, affecting approximately 1 in every 10,000 live female births. Approximately 95% of RTT cases present with mutations in the *MECP2* gene, which is located in the long arm of the X chromosome (1). Its genomic location explains why the majority of patients are females. Females can compensate for loss of *MECP2* function with an extra intact copy on the homologous X chromosome, but this is not the case for males. Consequently, males have a severe phenotype and represent less than 1% of RTT patients.

The symptoms manifest after a period of apparent normality, corresponding to the first 6–18 months of life. After this stage, patients present neurological features (microcephaly, seizure), motor disability (ataxia, loss of purposeful hand use, stereotyped hand movements, loss of the ability to walk, hypotonia), social impairment (loss of speech, unresponsiveness to social cues, lack of emotional expression), and autonomic complications (respiratory anomalies, cardiac dysfunction, constipation) (2). The symptoms and their severity can be variable from one patient to another. One of the reasons for this variability is thought to be skewed X-inactivation, as patients with an X-inactivation biased to the nonmutated copy of *MECP2* have shown little to no symptoms (3).

The strong association between *MECP2* mutations and the disease has prompted the generation of mutant mice, which present specific mutations in *Mecp2* or a lack of its expression (4–10). These mice show signs that resemble the symptoms in patients; hence, they are considered valuable models for shedding light on the molecular mechanisms underlying RTT (4, 5).

*MECP2* encodes for methyl-CpG-binding protein 2 (MeCP2), a chromatin binding protein (11) that is expressed ubiquitously in the body with major expression in the central nervous system (CNS). As MeCP2 was first postulated as a transcriptional repressor, several groups used the mouse models to study gene expression changes (12–14). These studies have revealed that MeCP2 can both upregulate and downregulate gene expression, and that gene expression changes are specific to different brain areas and cell types (12–14).

Although *MECP2* is highly expressed in the brain, it is also present in several other tissues/organs, and a recent mouse model showed that a small portion of symptoms are still present when *Mecp2* is exclusively expressed in the CNS but not in the rest of the body (15), supporting the possibility that molecular signatures of dysfunctions in RTT may be present in peripheral tissues, and they are possibly linked to changes in the brain.

In our study, we used RNA sequencing to compare the differential gene expression in brain and in blood in a mouse model of RTT. This analysis reveals associations between genes expressed in the two tissues and has important applications in the detection of peripheral biomarkers for Rett syndrome.

## Results

### MeCP2 Protein Expression Levels Are High in Mouse Cerebellum at 7 Weeks of Age

In the brain, the expression of *Mecp2* is dynamically modulated during development (16, 17). Additionally, *Mecp2* expression can differ between brain areas (15), as well as the genes that *Mecp2* regulates (13). For these reasons, we understand that to perform a transcriptomic analysis, it is necessary to use a specific brain area, and that the area should ideally have high levels of MeCP2 expression at the developmental stage in which the study is conducted.

To identify the ideal brain region for the developmental stage of our study (i.e., 7 weeks, when symptoms are advanced in the *Mecp2*-null male), we measured the temporal expression of MeCP2 protein in wild-type (WT) C57Bl/6 male mice in different brain areas (cortex, cerebellum, hippocampus, and hypothalamus) and compared them to the full brain expression (**Figure 1**). *P*-values were calculated using a Kruskal–Wallis test followed by a Dunn’s multiple comparisons test.

**Figure 1:**
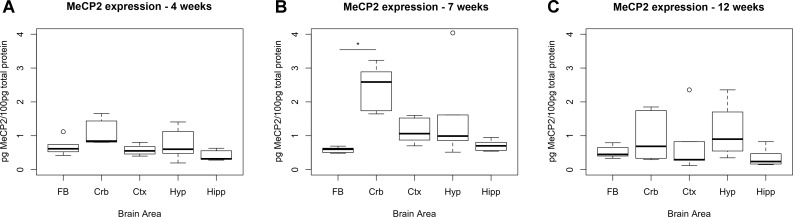
Expression levels of MeCP2 peak in cerebellum at 7 weeks. Expression of MeCP2 protein in full brain (FB), cerebellum (Crb), cortex (Ctx), hypothalamus (Hyp), and hippocampus (Hipp) of WT C57Bl/6 male mice, at the ages of 4 **(A)**, 7 **(B)**, and 12 weeks **(C)**. Six mice per group were examined. At 7 weeks, the cerebellum is the only area where MeCP2 protein expression is significantly different than the full brain. The data was analyzed with a Kruskal–Wallis test, considering significant p-values < 0.05. No significant differences between areas were found at 4 or 12 weeks of age.

At 7 weeks, the only area that showed significantly higher levels of MeCP2 compared to full brain was the cerebellum (4.29-fold, *p*-value = 0.0002). We also screened for the expression of MeCP2 protein at 4 and 12 weeks of age, at which stage there were no significant differences between the full brain and the specific areas.

The results show that MeCP2 expression changes during development and at 7 weeks, the MeCP2 protein is highly expressed in the cerebellum.

### RNA Sequencing Reveals Differentially Expressed Genes in Cerebellum and Blood of *Mecp2-Null* Mice

RNA sequencing (RNAseq) was performed on male *Mecp2*-null mice at 7 weeks of age and compared to wild-type (WT) matched controls. The experiment was performed independently in cerebellum and blood. 

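Cerebellum and blood were taken from 3 *Mecp2*-null and 3 WT males, and each animal gave both tissues, which makes 12 libraries in 4 groups of 3. The *Mecp2*-null males carry a *Mecp2* allele that lacks exons 3 and 4, and the WT controls were C57/BL6 males, littermates in most cases. The age is 7 weeks in the sample labels and in the results, 8 weeks in the methods and P50 in the discussion. Blood was drawn by suction from the heart and depleted of globin RNA, and all libraries were made from poly(A) RNA. Paired-end reads were aligned to GRCm38 with Hisat2, and the authors deposited whole-number read counts per gene that StringTie's companion script estimates from transcript coverage. The table still holds miRNA and genes without counts, which the methods remove before the test, and the annotation release behind it is not named in the paper's text. Total counts per library ran from 117185880 to 134034969 in WT cerebellum, from 108353833 to 174080813 in *Mecp2*-null cerebellum, from 88437125 to 128733394 in WT blood and from 77335806 to 88111260 in *Mecp2*-null blood. Hemoglobin genes still took 45.9% of the counts of *Mecp2*-null blood replicate 3 and 19.4% of WT blood replicate 2, against 3.44% to 7.97% in the other blood libraries. *Mecp2*-null blood replicate 3 also had the fewest genes with counts, 16516, where the other blood libraries had 19561 to 21310. From these counts, each tissue was fitted on its own with the quasi-likelihood test of edgeR after TMM scaling, over the 31172 genes that had at least 1 count in any of the 12 libraries and are not miRNA. FDR is the Benjamini-Hochberg adjusted p of that test unless another is named, with a threshold of 0.05, and the likelihood ratio test of edgeR, which the paper used, is given as an alternative. Expression is in TMM-scaled CPM as mean ± SD over 3 animals, and log2FC is *Mecp2*-null over WT with its standard error (SE). Where a group had 0 counts in all 3 libraries, the fold is a lower bound against 3 counts over that group, and it covers counting error only. An exact permutation test of 3 animals against 3 cannot give a p below 0.1, so every p comes from a model fitted across genes. Gene positions are those of GENCODE on GRCm38.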

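In the cerebellum of *Mecp2*-null mice, *Lsm12*, *Gpr21* and *Gm27640* rose and *Mecp2* fell, and these were the 4 genes at an FDR under 0.05. *Lsm12*, which encodes an RNA-binding protein of the Lsm family, stood at 9.51 ± 0.427 CPM (SD, n = 3) in WT and 35.8 ± 3.46 CPM (SD, n = 3) in *Mecp2*-null cerebellum, a log2FC of 1.91 (SE 0.14, FDR = 0.0110 from edgeR). *Gpr21*, which encodes an orphan G protein-coupled receptor, went from 0.0528 ± 0.0131 to 2.00 ± 0.660 CPM, a log2FC of 5.22 (SE 0.43, FDR = 0.0154 from edgeR). *Gm27640*, annotated as a miscellaneous RNA, went from 0.0158 ± 0.000863 to 2.02 ± 0.450 CPM with 6 counts over the WT group and 877 over the *Mecp2*-null group, a log2FC of 6.92 (SE 0.42, FDR = 0.00532 from edgeR). *Lsm12* (ENSMUSG00000020922) lies on chromosome 11 from 102162497 to 102185296, *Gpr21* (ENSMUSG00000053164) on chromosome 2 from 37516332 to 37520603 and *Gm27640* (ENSMUSG00000098948) on chromosome 11 from 3647179 to 3647325. On the same strand, *Gm27640* shares 147 exon bases with *Tug1*, which is its whole length. No base therefore tells reads of *Gm27640* from those of *Tug1*, which had a mean of 101 CPM in cerebellum without TMM scaling. *Gpr21* shares 74 exon bases with *Rabgap1*, also on the same strand. The counts of *Gm27640* and *Gpr21* thus depend on how reads in the shared bases were assigned. Of all tested genes, 1303 (4.18%) had an unadjusted p under 0.05. The likelihood ratio test called 86 genes, 48 higher and 38 lower, and DESeq2 called 98, 57 higher and 41 lower. Of the 86 genes, 48 had a mean under 1 CPM, 30 of the higher ones had no count in WT and 17 of the lower ones had no count in *Mecp2*-null cerebellum. The gene lists used here were fixed before the data were examined but after the paper's tables were read. Genes of hepatocytes, 1 of these lists, had a mean log2 CPM of −1.11 in WT replicate 1 and 1.36 in WT replicate 3. In the other 4 cerebellum libraries it was −5.02 to −4.40. Genes of brain tissue next to the cerebellum had means of 2.07 and 2.33 in *Mecp2*-null replicates 1 and 2, against −2.16 to −0.03 in the other 4. In settings chosen after the data were seen, the likelihood ratio test called 53 genes, 8 of them among the 86, without those 2 WT libraries, and 187 genes, 21 of them among the 86, without those 2 *Mecp2*-null libraries, where the quasi-likelihood test called 0 genes. Without *Mecp2*-null replicate 1 the quasi-likelihood test called no gene, while it called 9 without WT replicate 3 and 8 without *Mecp2*-null replicate 3. By the likelihood ratio test, the calls were 49, 51 and 52 genes without *Mecp2*-null replicate 1, *Mecp2*-null replicate 2 and WT replicate 3, and 158 without WT replicate 2. *Lsm12* also missed the threshold without WT replicate 1 (FDR = 0.0552) or WT replicate 2 (FDR = 0.0515), with a range over all its alternatives of 7.02e-29 to 1.00 in edgeR and DESeq2 fits. *Gpr21* passed when *Mecp2*-null replicate 3 was the library left out (FDR = 0.0320) and missed the threshold when any other single library was, with a range of 5.90e-22 to 1.00. *Gm27640* missed it without *Mecp2*-null replicate 1 alone among single libraries (FDR = 0.0667 in edgeR), with a range of 2.15e-23 to 1.00.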

Tissue-dependent EdgeR analysis revealed 81 differentially expressed (DE) genes (DEGs) in cerebellum, of which 44 were upregulated and 37 downregulated (**Figure 2A**). 

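In blood, *Bpifa1* and *Scgb3a1*, which encode secreted proteins of the airway epithelium, had no count in any WT library and 1.58, 42.5 and 119.9 CPM and 0.230, 23.8 and 63.9 CPM in the 3 *Mecp2*-null libraries. *Mmrn1*, which encodes a protein stored in platelet granules, was lower in all 3 *Mecp2*-null libraries, at 6.12 ± 2.39 CPM (SD, n = 3) against 57.9 ± 22.8 CPM (SD, n = 3) in WT. The fold was at least 6289-fold higher for *Bpifa1* (FDR = 0.425 from edgeR) and at least 3372-fold higher for *Scgb3a1* (FDR = 0.507), and *Mmrn1* had a log2FC of −3.25 (SE 0.41, FDR = 0.307). The quasi-likelihood test of edgeR called 0 genes in blood at an FDR under 0.05, with 1878 genes (6.02%) at an unadjusted p under 0.05. The likelihood ratio test called 211 genes, 109 higher and 102 lower, and DESeq2 called 487, 268 higher and 219 lower. *Bpifa1* had an FDR of 2.66e-09, *Scgb3a1* of 1.72e-06 and *Mmrn1* of 4.58e-08 in the likelihood ratio test, with ranges over all alternatives of 2.69e-11 to 1.00, 1.52e-07 to 1.00 and 3.85e-09 to 0.624. Among the 211 genes, 66 had a mean under 1 CPM, 53 of the higher ones had no count in WT blood and 29 of the lower ones had no count in *Mecp2*-null blood. Over all genes with a mean of at least 1 CPM, every *Mecp2*-null library lay on 1 side of every WT library in 18.9% in blood and 11.2% in cerebellum, where chance gives 10%. The quasi-likelihood test called 14 genes without *Mecp2*-null replicate 1, 6 without *Mecp2*-null replicate 2, 2 without *Mecp2*-null replicate 3 and 1 without WT replicate 3. Leaving libraries out of the likelihood ratio test gave 72 genes without WT replicate 1 and 72 without WT replicate 2, 119 without WT replicate 3 and 1013 without *Mecp2*-null replicate 3, the library with the most globin counts.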

In blood, 205 DEGs were found to be significantly different between WT and mutants: 105 upregulated and 100 downregulated. 

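Expression across genes was ranked more alike between genotypes than between tissues. Over the 21505 genes with counts in both tissues of WT mice, mean log2 CPM in blood and in cerebellum had a Spearman rho of 0.655 (rho squared 0.430), and over 21771 genes in *Mecp2*-null mice it had a rho of 0.660 (rho squared 0.436). Genes are not independent replicates, so no p is given. Within single animals rho was 0.623 to 0.655 in WT and 0.618 to 0.636 in *Mecp2*-null mice. Between genotypes within a tissue it was 0.990 over 27065 genes in cerebellum and 0.964 over 20852 genes in blood. Of the 16770 genes with at least 1 CPM in either WT tissue, 5573 (33.2%) differed by over 16-fold, a limit not fixed beforehand, 3569 of them higher in cerebellum and 2004 higher in blood. Genes of Purkinje cells, the output neurons of the cerebellar cortex, stood in WT blood at 0.710% to 0.886% of their cerebellar level, and genes of granule cells, its most numerous neurons, at 0.639% to 0.754%. Genes of Bergmann glia and astrocytes stood at 0.488% to 0.761% in WT blood and at 0.361% to 0.543% in *Mecp2*-null blood. With counts scaled by library and by kilobase of exon, a unit close to the paper's FPKM, rho was 0.554 in WT and 0.538 in *Mecp2*-null mice.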

We found similar levels of gene expression in both tissues (R^2^ Spearman WT = 0.95, R^2^ Spearman MUT = 0.93, **Figure 2B and C**). 

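Among the other cerebellar genes of Table 1, *Tenm2*, a teneurin of synaptic adhesion, *Zdhhc24*, a member of the palmitoyltransferase family, and *Paip2*, a repressor of translation that binds poly(A)-binding protein, were higher in all 3 *Mecp2*-null cerebella than in all 3 WT cerebella. *Tenm2* had 30.8 ± 2.37 CPM (SD, n = 3) in WT and 61.4 ± 3.62 CPM (SD, n = 3) in *Mecp2*-null mice, a log2FC of 0.99 (SE 0.12, FDR = 0.163 from edgeR). *Zdhhc24* had 8.92 ± 0.671 and 22.1 ± 1.35 CPM, a log2FC of 1.31 (SE 0.14, FDR = 0.114), and *Paip2* had 89.7 ± 10.2 and 179 ± 24.1 CPM, a log2FC of 1.00 (SE 0.14, FDR = 0.433). The predicted genes *Gm10408* and *Gm3298* had no count in WT and 0.716 ± 0.294 and 0.144 ± 0.0479 CPM in *Mecp2*-null cerebellum, at least 91.0-fold (FDR = 0.207) and at least 18.3-fold higher (FDR = 0.908). None of these 5 genes passed the quasi-likelihood test; all of them passed the likelihood ratio test. In blood, *Camp* and *Mpo*, which encode proteins of neutrophil granules, stood at 1.82 ± 0.660 and 0.0382 ± 0.0146 CPM in WT and at 924, 55.4 and 148 CPM and 128, 3.00 and 7.72 CPM in the 3 *Mecp2*-null libraries, so replicate 1 had the highest level of both. Their log2FC was 7.69 (SE 1.14, FDR = 0.425 from edgeR) and 10.15 (SE 1.69, FDR = 0.425). *Tmem164*, which encodes a membrane protein, had 2.24 ± 0.393 CPM in WT and 21.7 ± 7.47 CPM in *Mecp2*-null blood, a log2FC of 3.28 (SE 0.36, FDR = 0.168 from edgeR). *Tnnc2*, the troponin C of fast skeletal muscle, and *Bace2*, a relative of the beta-secretase, had no count in WT blood and 2.32 ± 0.846 and 1.56 ± 0.787 CPM in *Mecp2*-null blood, at least 267-fold (FDR = 0.425) and at least 179-fold higher (FDR = 0.425). *Bace2* had the smallest p of all genes in the test of the difference between tissues (FDR = 0.0743), which called no gene, with 2740 genes at an unadjusted p under 0.05, 518 calls by the likelihood ratio test and 706 by DESeq2. Without *Mecp2*-null replicate 3, *Tmem164* passed the quasi-likelihood test (FDR = 0.0285 in edgeR, range over all alternatives 4.00e-14 to 0.624), and that test of the difference called 526 genes.

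**Figure D1:**
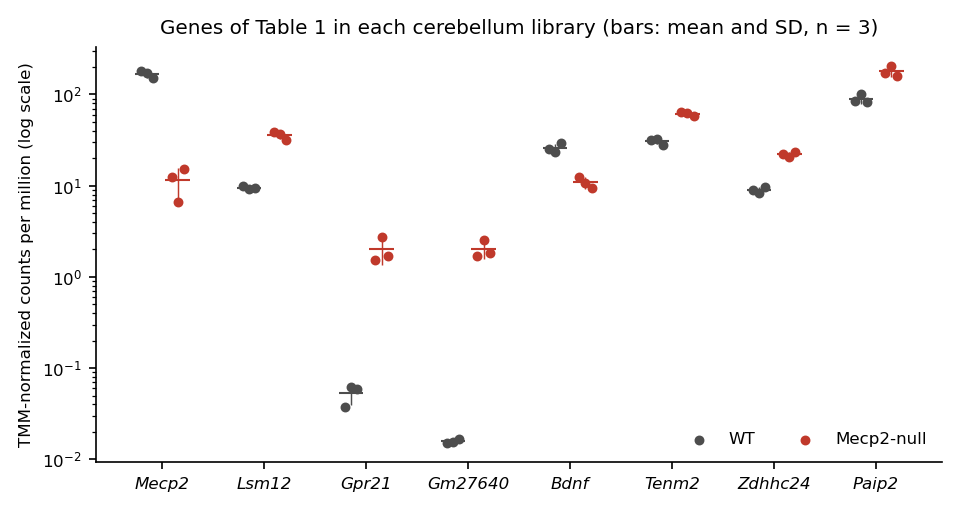
Expression of 8 genes in cerebellum, in CPM on a log scale, with 1 dot per library and bars for mean and SD (n = 3 per group). Every *Mecp2*-null dot of *Lsm12* lies above every WT dot, and every *Mecp2*-null dot of *Mecp2* lies below every WT dot.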

DEGs show different profiles in the heatmaps of expression (**Figure 2D and E**). **Table 1** contains the first 10 genes of each group ordered by *p*-value. The full list is available in **Supplementary File 1**. As an intrinsic control, we checked the expression of *Mecp2*, and we confirmed a strong difference between WT and mutants: a log2 fold change (log2FC) of −3.88 in the cerebellum of *Mecp2*-null mice relative to the controls, with an FDR-corrected *p*-value [false discovery rate (FDR)] of 5.38E-27. 

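*Mecp2*, the gene mutated in these mice, was lower in every *Mecp2*-null cerebellum than in every WT cerebellum. The 3 WT libraries had 182, 173 and 150.2 CPM and the 3 *Mecp2*-null libraries 12.6, 6.63 and 15.1 CPM. The means were 168 ± 16.2 CPM (SD, n = 3) and 11.4 ± 4.33 CPM (SD, n = 3), a log2FC of −3.88 (SE 0.30, FDR = 0.0128 from edgeR's quasi-likelihood test). The gene (ENSMUSG00000031393) lies on chromosome X from 74026592 to 74135363. The libraries held 17937 to 24071 *Mecp2* counts in WT and 1015 to 2501 in *Mecp2*-null cerebellum, and the table gives 1 value per gene, so counts from deleted and retained exons were not separated. The FDR was 5.45e-27 in the likelihood ratio test and 1.36e-37 in DESeq2. Without *Mecp2*-null replicate 1 the quasi-likelihood FDR was 0.266, and over all alternatives it ran from 1.36e-37 to 0.351.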

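*Mecp2* was also lower in every *Mecp2*-null blood library (3.79, 3.29 and 5.93 CPM) than in every WT blood library (28.3, 18.6 and 26.0 CPM). The means were 4.34 ± 1.40 and 24.3 ± 5.05 CPM (SD, n = 3 each), a log2FC of −2.49 (SE 0.33, FDR = 0.307 from edgeR's quasi-likelihood test). The *Mecp2*-null blood libraries held 189 to 499 counts of the gene and the WT blood libraries 1746 to 4169. In the likelihood ratio test the FDR in blood was 3.87e-06, in DESeq2 5.56e-09, and over all alternatives it ran from 5.56e-09 to 0.923. The log2FC of *Mecp2* in blood minus that in cerebellum was 1.35 (FDR = 0.404 from edgeR's test of the tissue by genotype interaction), so the size of the loss was not shown to differ between tissues.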

In blood, *Mecp2* showed a log2FC of −2.50, and an FDR of 4.07E-06. *Bdnf*, which is known to be downregulated in RTT, showed a log2FC of −1.25 and an FDR of 1.05E-04 in cerebellum, while in blood, it was not detectable.

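*Bdnf*, which encodes brain-derived neurotrophic factor, a growth factor released by active neurons, was lower in every *Mecp2*-null cerebellum (12.6, 10.7 and 9.35 CPM) than in every WT cerebellum (25.2, 23.4 and 29.0 CPM). Its log2FC was −1.25 (SE 0.17, FDR = 0.279 from edgeR's quasi-likelihood test), from 25.9 ± 2.86 to 10.9 ± 1.63 CPM (SD, n = 3 each), with 9830 and 4568 counts over the 2 groups. The gene (ENSMUSG00000048482) lies on chromosome 2 from 109674700 to 109727007. Its FDR was 5.16e-05 in the likelihood ratio test and 1.34e-07 in DESeq2, and it ran from 1.34e-07 to 1.00 over all alternatives. In blood, *Bdnf* had 30 counts over the WT group and 47 over the *Mecp2*-null group, or 0.0967 ± 0.101 and 0.209 ± 0.143 CPM, with a log2FC of 1.09 (SE 1.58, FDR = 1.00 from edgeR), so at this depth a difference in blood was not detectable. The difference between tissues was 2.21 on the log2 scale (FDR = 0.550 from the interaction test). Of 24 genes previously linked to *Mecp2*, a list fixed before the data were examined that includes *Bdnf*, 0 were called in cerebellum over all genes and 1 was higher and 2 lower when adjusted over the list alone; the list as a whole had an adjusted p of 0.997 in cerebellum and 0.218 in blood from camera. The likelihood ratio test and DESeq2 each called 1 higher and 2 lower members in cerebellum. Without regard to direction, the list had an unadjusted p of 0.000759 in cerebellum and 0.0278 in blood from fry, another test of gene lists.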

**Figure 2:**
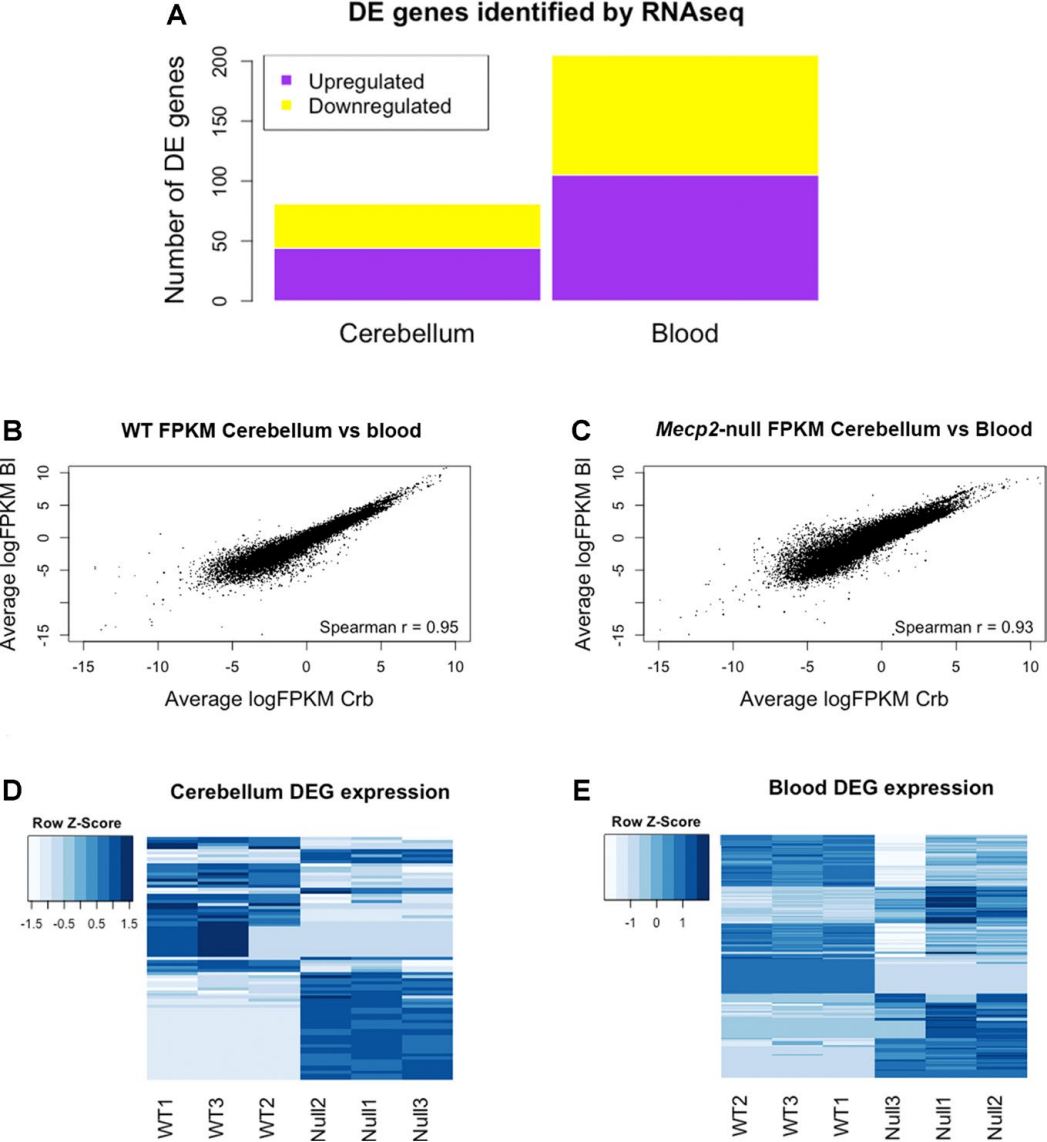
RNAseq analysis reveals differentially expressed genes (DEGs) in cerebellum and blood and identifies gene expression correlation between them. Summary of the *Mecp2*-null vs WT RNAseq analysis. **(A)** Number of DEGs identified in blood and cerebellum between *Mecp2*-null (N = 3) and WT mice (N = 3). 205 DEGs were identified in blood (105 upregulated and 100 downregulated), and 81 were identified in cerebellum (44 upregulated and 37 downregulated). For statistical comparison, we used EdgeR package with FDR correction and a significance level of p < 0.05. **(B, C)** Scatterplots of average gene expression in cerebellum versus average gene expression in blood, in logFPKM in WT **(B)** and *Mecp2*-null **(C)**. **(D, E)** Heat maps of expression Z-scores (normalized FPKM values) of the DEGs identified in cerebellum and blood.

**Table 1:** Top 10 differentially expressed genes (DEGs) ordered by *p*-value in cerebellum and blood. In both tissues, we detected a strong downregulation of Mecp2, which acts as a positive control of the model and the methodology. This is also the case for Bdnf in cerebellum. Log2CPM represents the log2-average counts per million across all samples. Log2FC represents the log2-ratio Mecp2-null/wild type (WT); hence, positive values mean upregulation in Mecp2-null and vice versa.

Gene symbol	Log2CPM	Log2FC	FDR-corrected p-value
Cerebellum			
*Mecp2*	6.49	−3.88	5.38E-27
*Gm27640*	0.05	6.92	1.94E-23
*eLsm12*	4.5	1.91	5.39E-19
*Gpr21*	0.06	5.22	5.09E-16
*Gm10408*	−1.41	9.60	8.96E-13
*Zdhhc24*	3.96	1.31	1.17E-06
*Tenm2*	5.53	0.99	6.32E-06
*Bdnf*	4.2	−1.25	5.29E-05
*Paip2*	7.07	1.00	1.05E-04
*Gm3298*	−3.48	7.30	2.22E-04
Blood			
*Ube2v1*	5.71	2.58	4.52E-10
*Bpifa1*	4.78	15.53	2.70E-09
*Tmem164*	3.59	3.28	4.46E-09
*Tnnc2*	0.24	10.97	6.73E-09
*Mmrn1*	5.01	−3.25	4.73E-08
*Camp*	7.57	7.69	8.33E-08
*Scgb3a1*	3.88	14.63	1.75E-06
*Mpo*	4.54	10.18	1.75E-06
*Bace2*	−0.34	10.39	3.01E-06
*Mecp2*	3.85	−2.50	4.07E-06

Altogether, the comparison between blood and brain revealed high correlation of genes’ expression in both tissues.

### Identification of Overlapping Genes Between Cerebellum and Blood

We then proceeded to identify DEGs present in both cerebellum and blood. 

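Calls shared by the tissues were few under each test. The quasi-likelihood test of edgeR called no gene in both tissues, since it called none in blood; of its 4 cerebellar calls, *Lsm12* and *Mecp2* had an unadjusted p under 0.05 in blood, in the opposite direction for *Lsm12*. *Lsm12* had 97.5 ± 76.1 CPM (SD, n = 3) in WT and 39.6 ± 18.3 CPM (SD, n = 3) in *Mecp2*-null blood, a log2FC of −1.30 (SE 0.57, FDR = 0.765), and its difference between tissues was −3.27 (FDR = 0.193 from the interaction test). The likelihood ratio test called 2 genes in both tissues, where lists drawn independently would share 0.582, and DESeq2 called 3, where they would share 2.79. *Mecp2*, the gene mutated in these mice, is among them in both tests, by the design of the comparison. The genes that DESeq2 called in both besides *Mecp2*, named here after their values were seen, were *Fbn1*, which encodes the matrix protein fibrillin, and *Serpinh1*, which encodes a collagen chaperone. *Fbn1* had a log2FC of 0.66 (SE 0.16) in cerebellum and 6.54 (SE 2.01) in blood, and *Serpinh1* of −0.96 (SE 0.22) and 2.44 (SE 0.68). Both had an FDR of 0.908 in cerebellum, and in blood 0.704 for *Fbn1* and 0.650 for *Serpinh1*, in the quasi-likelihood test.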

We found two genes with an FDR-corrected *p*-value < 0.05 in both tissues: *Mecp2* and *Ube2v1*. *Mecp2* showed a log2FC of −3.88 and an FDR-corrected *p*-value of 5.38E-27 in cerebellum, and a log2FC of −2.50 and an FDR-corrected *p*-value of 4.07E-06 in blood. *Ube2v1* showed a log2FC of −2.91 and an FDR-corrected *p*-value of 0.02 in cerebellum, and a logFC of 2.58 and an FDR-corrected *p*-value of 4.52E-10 in blood. These genes were selected for quantitative polymerase chain reaction (qPCR) validation with additional samples (*n* = 12/group). 

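*Ube2v1*, which encodes a ubiquitin-conjugating enzyme variant that assembles Lys63-linked ubiquitin chains, was lower in the *Mecp2*-null cerebellum and higher in the *Mecp2*-null blood. In cerebellum it had 121, 117 and 14.6 CPM in the 3 WT libraries and 11.7, 11.4 and 10.5 CPM in the 3 *Mecp2*-null libraries, so WT replicate 3 stood near the *Mecp2*-null level. In blood it had 14.3, 14.0 and 16.7 CPM in WT and 94.8, 65.6 and 108 CPM in *Mecp2*-null mice. The log2FC was −2.91 (SE 0.66, FDR = 0.908 from edgeR's quasi-likelihood test) in cerebellum and 2.58 (SE 0.26, FDR = 0.158) in blood. The difference between tissues was 5.44 (FDR = 0.0905 from the interaction test). From its qPCR of *Ube2v1* in brain and blood of additional mice, the paper concludes that a particular form of ubiquitination is a mechanism broadly altered in *Mecp2* mutants. *Ube2v1* (ENSMUSG00000078923) lies on chromosome 2 from 167607638 to 167632095, minus strand. *Gm20431* (ENSMUSG00000089739), annotated as a protein-coding gene on the same strand from 167607850 to 167661496, shares 1673 exon bases with it, 70.7% of the exon bases of the shorter of both genes. *Gm20431* had 0, 0 and 135 CPM in WT cerebellum and 136, 123 and 120 CPM in *Mecp2*-null cerebellum, and 112, 151 and 87.2 CPM in WT blood and 13.5, 0 and 0 CPM in *Mecp2*-null blood. Each library had most of the counts of the pair on 1 of the genes, and *Gm20431* held 0%, 0% and 90.2% of them in WT cerebellum, 91.5% to 92.1% in *Mecp2*-null cerebellum, 83.9% to 91.5% in WT blood and 0% to 12.4% in *Mecp2*-null blood. The sum of both genes was 129 ± 17.3 CPM (SD, n = 3) in WT and 137 ± 9.25 CPM (SD, n = 3) in *Mecp2*-null cerebellum, a log2FC of 0.09 (SE 0.13, FDR = 0.980 from edgeR), and 132 ± 30.9 and 94.0 ± 24.7 CPM in blood, a log2FC of −0.49 (SE 0.29, FDR = 0.765). The sum is a setting chosen after the counts were seen. For *Ube2v1* alone, the FDR in the likelihood ratio test was 0.0159 in cerebellum and 4.46e-10 in blood, with ranges over its other alternatives of 0.000551 to 1.00 and 2.26e-15 to 0.624. In the quasi-likelihood test it passed without WT replicate 3 in cerebellum (FDR = 0.000551), and without *Mecp2*-null replicate 1 (FDR = 0.0271) or *Mecp2*-null replicate 2 (FDR = 0.0299) in blood. Of 21 genes of Lys63 ubiquitination and AMPA receptor partners, a list fixed before the data were examined and with *Ube2v1* among them, 0 passed over all genes in either tissue; adjusted over the list alone, *Ube2v1* was lower in cerebellum, and 1 member was higher and 2 were lower in blood. Its adjusted p from camera was 0.392 in cerebellum and 0.920 in blood, and without *Mecp2*-null replicate 3 it was 0.0249 in cerebellum, lower as a whole (range over its alternatives 0.0249 to 0.989).

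**Figure D2:**
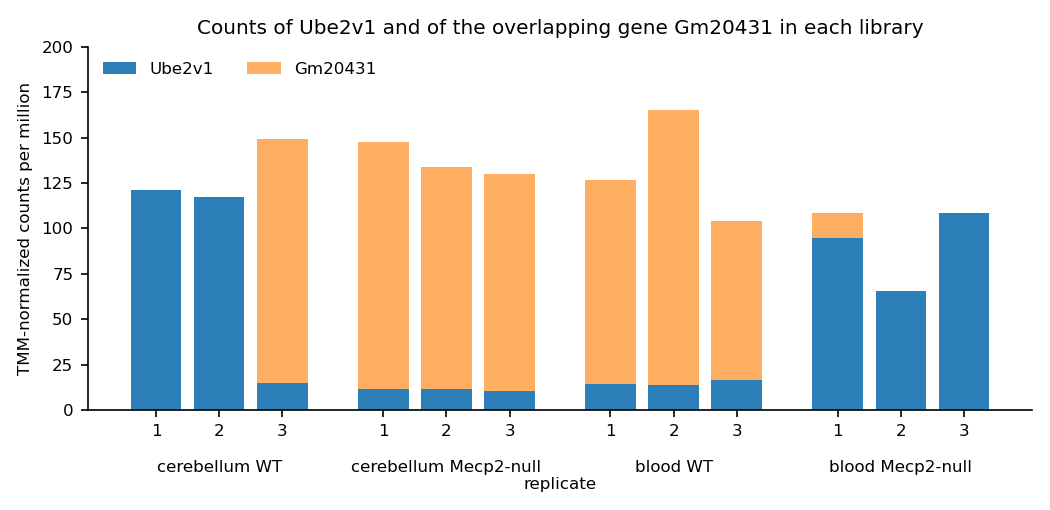
Counts of *Ube2v1* (blue) and *Gm20431* (orange) in each of the 12 libraries, stacked, in TMM-scaled CPM. The bars are mostly blue in WT cerebellum replicates 1 and 2 and in the 3 *Mecp2*-null blood libraries, and mostly orange in the other libraries.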

As expected, *Mecp2* differential expression was confirmed, with no expression in the mutant samples and average delta Ct values (dCt) of 5.31 in cerebellum and 6.26 in blood. *Ube2v1* showed significant upregulation in blood of P50 *Mecp2*-null mice (ddCt = 0.46, FC = 1.42, *p*-value = 0.012), and it was downregulated in cerebellum of age-matched *Mecp2*-null mice (ddCt = −0.27, FC = 0.84, *p*-value = 0.032), (**Figure 3**). An analogous comparison in presymptomatic mice showed no significant difference between mutant mice and controls (cerebellum: ddCt = 0.058, *p*-value = 0.354, blood: ddCt = −0.354, *p*-value = 0.314). Additionally, RNA quantification performed in presymptomatic females did not reveal any differences of *Ube2v1* expression between heterozygous *Mecp2*-null and WT (data not shown). All this suggests that the differential expression of *Ube2v1* is linked to the appearance of the symptoms.

**Figure 3:**
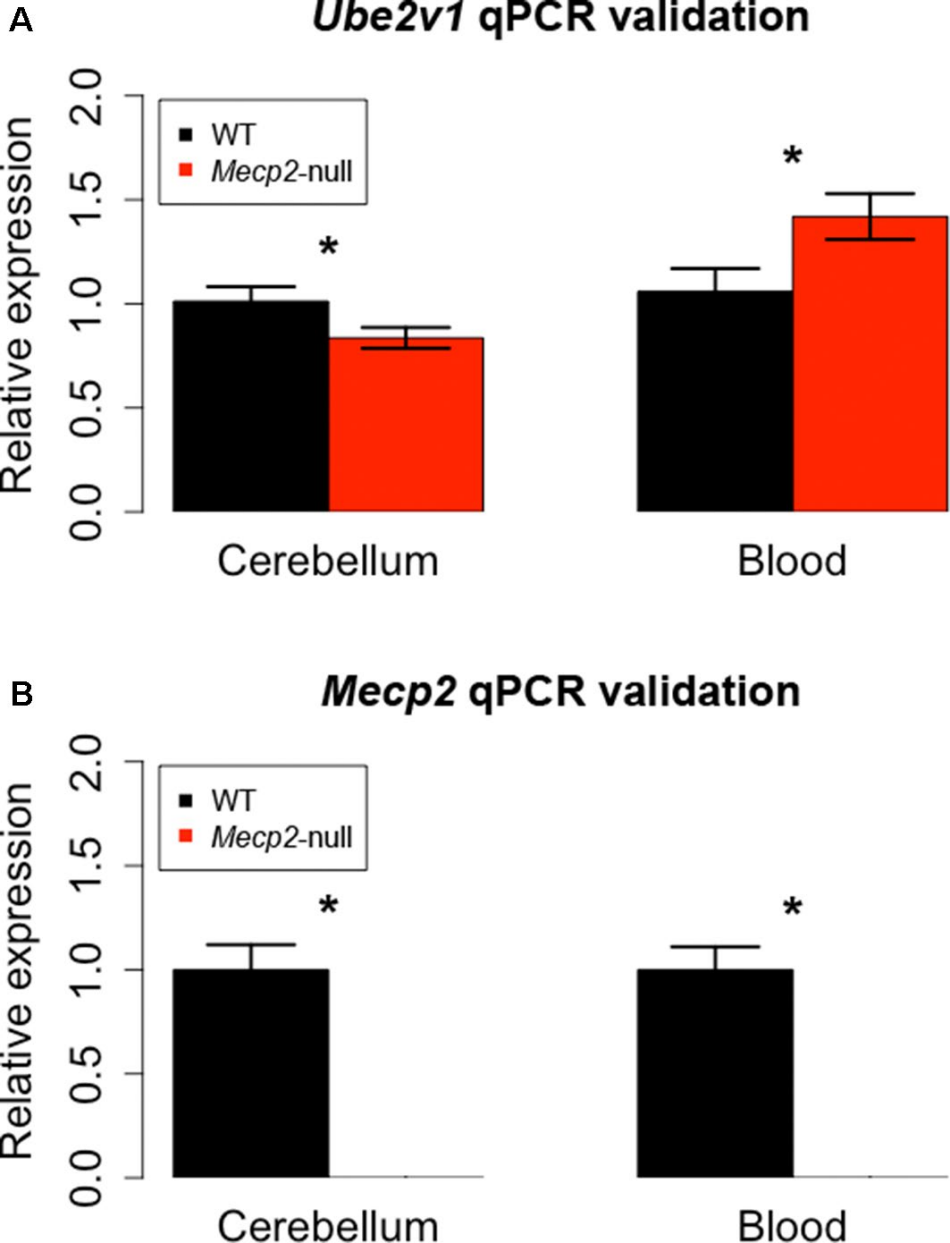
qPCR on different biological samples validate *Ube2v1* and *Mecp2* dysregulation in brain and blood. Validation by qPCR of *Ube2v1* **(A)** and *Mecp2* **(B)** differential expression between *Mecp2*-null (*N* = 6) and WT mice (*N* = 6). Expression is represented as relative expression, calculated as 2^ddCt^. Regarding *Ube2v1*, the ddCt between *Mecp2*-null and WT is 0.46 in blood (*p*-value = 0.012, FC = 1.42) and −0.27 in cerebellum ( *p*-value = 0.032, FC = 0.84). In *Mecp2*-null mice, no *Mecp2* expression was detected.

Our independent validation confirmed the dysregulation of *Ube2v1* in both brain and blood, identifying a particular form of ubiquitination as a mechanism broadly altered in *Mecp2* mutants.

### Gene Pathways and Network Analysis Reveals Mechanisms Dysregulated in Both Brain and Blood

To identify the cellular mechanisms differing between WT and mutant mice, we used the genes identified in the single gene analysis to perform pathway analysis, protein interaction network, and biological function analysis [gene ontology (GO)].

Potentially dysregulated pathways were identified with the iPathway software, which takes as an input differential expression data between two conditions and computes the overrepresentation and possible perturbation of biological pathways according to the differences in gene expression. The analysis revealed five significant (*p*-value < 0.05) pathways in cerebellum and 33 in blood. 

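In the cerebellum, genes of the complement and coagulation cascades, plasma proteins made for the most part by the liver, were lower in *Mecp2*-null mice as a group. Of 73 measured members, 56 had a negative and 17 a positive log2FC, 13 had no count in any *Mecp2*-null cerebellum, and the adjusted p was 0.00235 from camera with a preset correlation of 0.01 (adjusted p = 0.858 with an estimated correlation). No member passed the quasi-likelihood test, over all genes or adjusted over the list alone; the likelihood ratio test called 3 members and DESeq2 called 1, all lower. The mean log2 CPM of the list was −0.87, −1.48 and 0.83 in the 3 WT cerebella and −1.67, −1.17 and −1.45 in the 3 *Mecp2*-null cerebella, with the highest value in WT replicate 3, the library with the highest hepatocyte genes. The adjusted p from camera was 0.428 without WT replicate 3, 0.127 without *Mecp2*-null replicate 3 and 0.101 over the 61 members that are not on the hepatocyte list; without WT replicates 1 and 3 together the direction turned (adjusted p = 0.432), the latter pair of settings chosen after the data were seen. Over all alternatives it ran from 5.55e-07 to 0.858. In blood, genes of platelet activation were lower in *Mecp2*-null mice as a group. Of 85 measured members, 69 had a negative log2FC, 25 were below every WT library in every *Mecp2*-null library, where chance gives either order in 10% of genes, and the adjusted p was 2.02e-09 from camera (adjusted p = 0.304 with an estimated correlation). Over all genes, 0 members passed the quasi-likelihood test, and adjusted over the list alone 8 were lower and 1 was higher, as in the likelihood ratio test over all genes; DESeq2 called 8 lower and 2 higher. Of 43 measured markers of platelets and megakaryocytes, the cells that shed platelets, with *Tgfb1i1* under 2 identifiers, 42 had a negative log2FC and 24 were lower when adjusted over the list alone, with 0 called over all genes and 14 by the likelihood ratio test (adjusted p = 1.79e-18 from camera, adjusted p = 0.352 with an estimated correlation). The paper found both pathways in these libraries, so the lists are not independent evidence of their direction. Complement and coagulation in blood had an adjusted p of 0.0135 in the opposite direction, higher (adjusted p = 0.379 with an estimated correlation), which did not pass without WT replicate 3 (adjusted p = 0.137), without *Mecp2*-null replicate 2 (adjusted p = 0.135) or over the genes that filterByExpr keeps (adjusted p = 0.0522, range over its alternatives 0.00857 to 0.379); platelet activation and the platelet markers in cerebellum had adjusted p of 0.480 and 0.481.

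**Figure D3:**
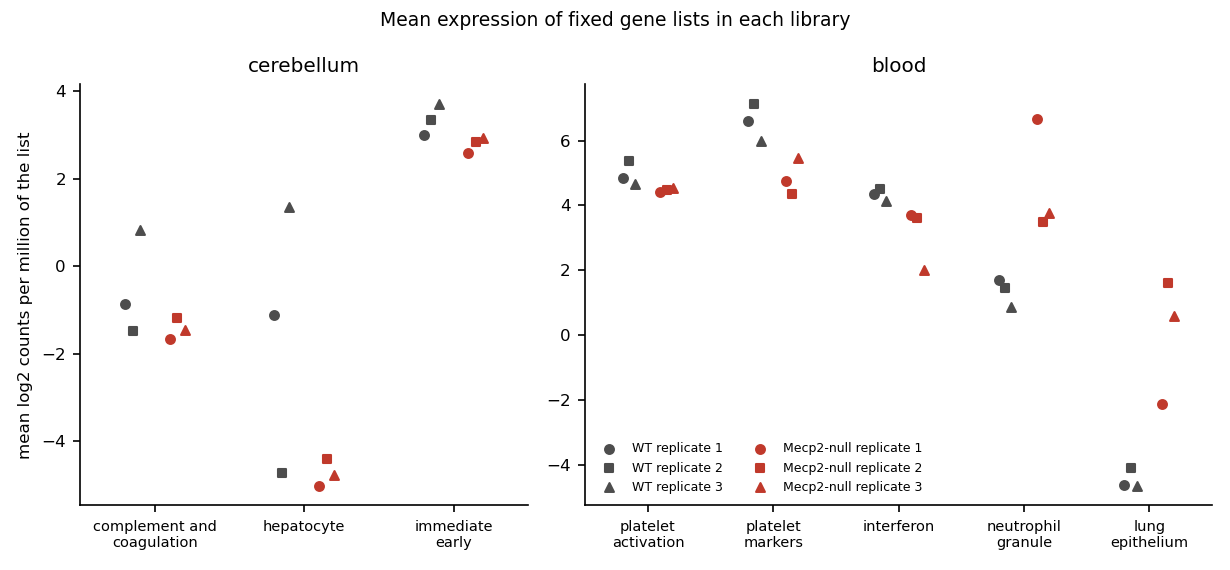
Mean log2 CPM of gene lists in each library, for 3 lists in cerebellum and 5 in blood; circles, squares and triangles are replicates 1, 2 and 3. In cerebellum the hepatocyte genes of WT replicates 1 and 3 lie above the other 4 libraries, and in blood the platelet markers of the 3 *Mecp2*-null libraries lie below the 3 WT libraries.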

After FDR correction, the only significant pathway in cerebellum was complement and coagulation cascades and the only significant pathway in blood was platelet activation. 

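*Fga*, which encodes the alpha chain of fibrinogen, and *Serpina1c* and *Serpina1e*, which encode alpha-1-antitrypsin proteins, had no count in any *Mecp2*-null cerebellum, and in WT cerebellum most of their counts came from replicate 3. *Fga* had 0.121, 0.0775 and 1.32 CPM in the 3 WT libraries, *Serpina1c* 0.754, 0 and 3.32 CPM and *Serpina1e* 0.747, 0 and 5.42 CPM, or 184, 496 and 746 counts over the WT group. They were at least 72.5-fold, 194-fold and 294-fold lower in *Mecp2*-null cerebellum, with an FDR of 0.908 for each in edgeR's quasi-likelihood test. *Fga* (ENSMUSG00000028001) lies on chromosome 3 from 83026076 to 83033627, *Serpina1c* (ENSMUSG00000079015) on chromosome 12 from 103894926 to 103904887 and *Serpina1e* (ENSMUSG00000072849) on chromosome 12 from 103946931 to 103958975. *Serpina1c* and *Serpina1e* are close copies of each other, so reads could be shared between them. All 3 passed the likelihood ratio test, with FDR of 0.00218, 0.0273 and 0.0274, and over their alternatives in edgeR and DESeq2 the FDR ran from 0.000220 to 1.00, 0.0273 to 1.00 and 0.0274 to 1.00. In blood, the 6 genes below that the paper names in the platelet pathway had a negative log2FC, as had *Itpr2*, read here in place of *Hpr2*. *Ptgs1*, the cyclooxygenase of platelets, had 46.2 ± 18.7 CPM (SD, n = 3) in WT and 11.6 ± 3.33 CPM (SD, n = 3) in *Mecp2*-null blood, a log2FC of −1.99 (SE 0.36, FDR = 0.425 from edgeR). *Vwf*, the von Willebrand factor that tethers platelets, had 142 ± 95.5 and 27.3 ± 17.6 CPM, a log2FC of −2.38 (SE 0.60, FDR = 0.594), and *Gp5*, a part of its platelet receptor, 100.4 ± 57.7 and 22.5 ± 14.1 CPM, a log2FC of −2.16 (SE 0.54, FDR = 0.574). *Mylk*, the myosin light chain kinase, had a log2FC of −2.32 (SE 0.50), *P2rx1*, an ATP-gated channel, of −1.88 (SE 0.42), and *Actg1*, a cytoplasmic actin, of −1.22 (SE 0.31), with FDR of 0.499, 0.507 and 0.591 in edgeR. *Itpr2*, an intracellular calcium channel of the pathway, had 93.6 ± 32.7 and 35.3 ± 6.05 CPM, a log2FC of −1.41 (SE 0.30, FDR = 0.499). The table holds no gene named *Hpr2*, the name the paper prints, and that *Itpr2* is meant is a guess. None of these genes passed the quasi-likelihood test in blood, and all 7 passed the likelihood ratio test.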

The behavior of the complement and coagulation cascades pathway was driven by the dysregulation of the following genes: *Fga*, *Serpina1c*, and *Serpina1e*, while the affectation of the platelet activation pathway was driven by the genes: *Ptgs1*, *Mylk*, *P2rx1*, *Hpr2*, *Gp5*, *Vwf*, and *Actg1*. Interestingly, although there is no overlap between pathways in brain and blood, *Serpina1c* was identified by RNAseq to be DE both in brain and blood, so it was selected for validation with PCR (see paragraph below). 

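*Serpina1c* had counts in 1 of the 6 blood libraries, *Mecp2*-null replicate 2, where it stood at 3.22 CPM from 488 counts. The mean in *Mecp2*-null blood was at least 123-fold higher than in WT blood, and rests on that library alone (FDR = 0.765 from edgeR's quasi-likelihood test). In the likelihood ratio test the FDR in blood was 0.247, and over all alternatives it ran from 0.125 to 1.00. *Alb*, which encodes serum albumin and is also made by hepatocytes, stood at 5.61 CPM in that library and at 0 to 0.376 CPM in the other 5 blood libraries. The difference between tissues for *Serpina1c* had an FDR of 0.385 in the interaction test.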

The full list of genes with an uncorrected *p*-value < 0.05 can be found in **Supplementary File 2**.

The analysis of protein interaction network was performed with the STRINGapp in Cytoscape, which predicts interactions between the members of a protein input list, and related interactors. As input, we used the DE genes from cerebellum and blood separately. The software can identify which are the higher connected nodes in the network (“hubs”) and rank them according to the number of connections (degree).

We set up the analysis to add a maximum of 30 additional interactors per group. We then ranked the nodes by degree, in order to find proteins with the highest connectivity. In the cerebellum, the top scoring protein was Alb (Albumin), while in the blood it was Spna2 (Spectrin alpha 2). We then identified the network proteins present in both tissues, in order to find possible common mechanisms: Alb, App, Hsp90aa1, Hsp901b1, Ilt6, Kng1, Kng2, Nos1, and Spna2. **Figure 4** depicts the network obtained from cerebellum, with the proteins also present in the blood analysis highlighted. 

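Of the 9 network proteins, whose genes the STRING analysis added or drew from the calls, none had a gene that passed the quasi-likelihood test of edgeR in either tissue. *Alb* had 3.21, 0 and 15.7 CPM in the 3 WT cerebella and 0.0911, 0.294 and 0.114 CPM in the 3 *Mecp2*-null cerebella, a log2FC of −5.22 (SE 1.76, FDR = 0.908), and in blood a log2FC of 5.94 (SE 2.15, FDR = 0.765). *Kng1* and *Kng2*, which encode the kininogens of plasma, had no count in *Mecp2*-null cerebellum; *Kng1* had 0.113, 0 and 0.804 CPM in WT cerebellum, at least 43.7-fold more, and *Kng2* had counts in WT replicate 3 alone, at 0.209 CPM. *App*, the precursor of amyloid beta, had 1391 ± 111 CPM (SD, n = 3) in WT and 1508 ± 50.4 CPM (SD, n = 3) in *Mecp2*-null cerebellum, a log2FC of 0.12 (SE 0.13), and in blood a log2FC of 0.09 (SE 0.32). The chaperone genes *Hsp90aa1* and *Hsp90b1* had log2FC of 0.30 (SE 0.20) and −0.15 (SE 0.14) in cerebellum and of −0.13 (SE 0.30) and −0.45 (SE 0.28) in blood. *Sptan1*, the current symbol of the gene for spectrin alpha 2, a protein of the membrane skeleton, had 67.0 ± 11.5 CPM in WT and 33.5 ± 4.35 CPM in *Mecp2*-null blood, with an FDR of 0.511 in edgeR, and a log2FC of 0.03 (SE 0.17) in cerebellum. *Nos1*, the neuronal nitric oxide synthase, had 112 ± 18.0 and 159.6 ± 72.8 CPM in cerebellum, a log2FC of 0.51 (SE 0.31), and in blood a log2FC of −0.30 (SE 0.97). *Il6*, an inflammatory cytokine, stood at 0.0639 ± 0.0303 CPM in *Mecp2*-null cerebellum and 0.00517 ± 0.00895 CPM in WT cerebellum, and in blood it had 0.286 ± 0.214 CPM in WT and no count in *Mecp2*-null mice, at least 29.1-fold lower (FDR = 0.707 from edgeR).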

The full list of proteins and their interactors, ranked by degree, can be found in **Supplementary File 3**.

**Figure 4:**
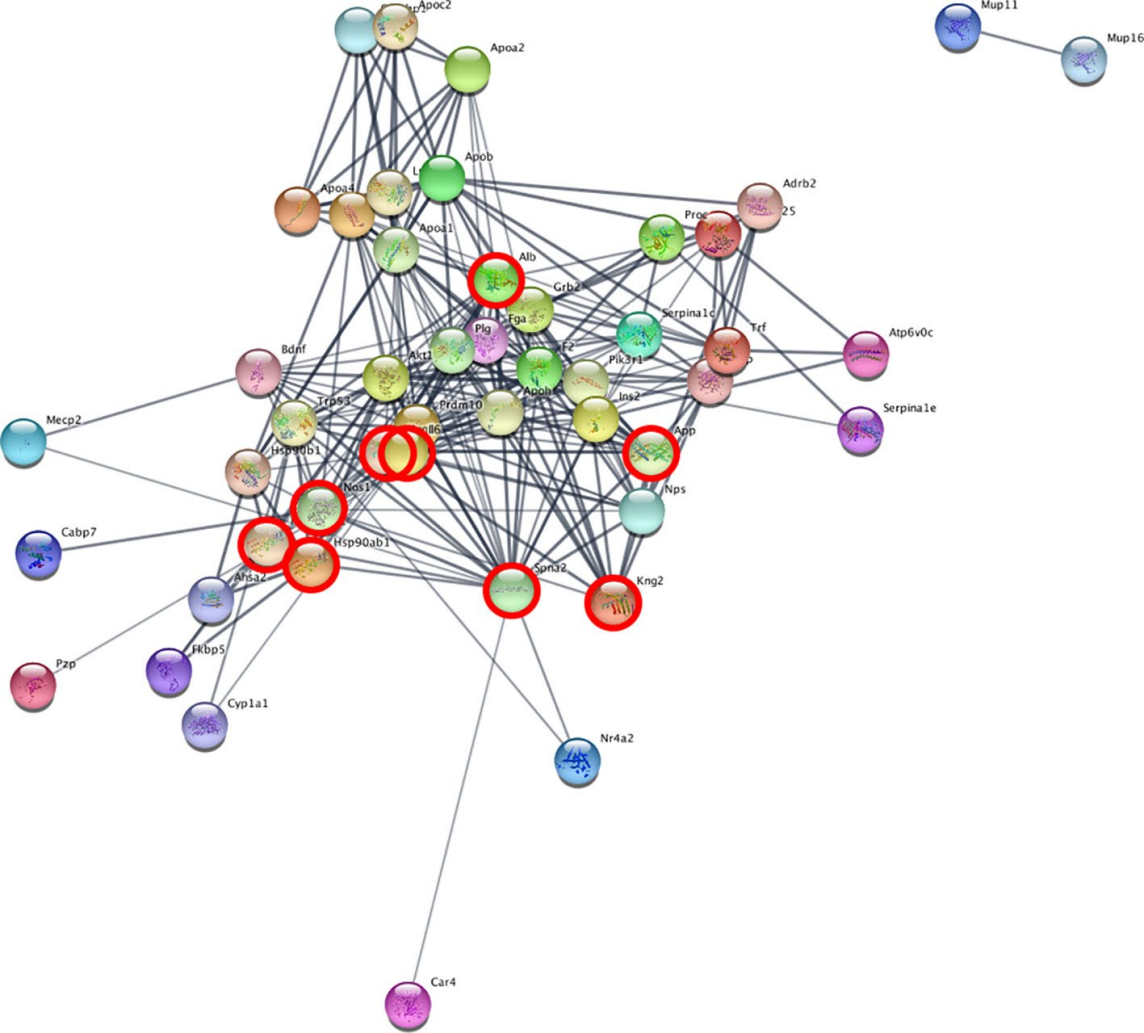
Network analysis reveals interacting genes across cerebellum and blood. STRING analysis network of cerebellum DE genes. The highlighted nodes correspond to proteins overlapping between blood and cerebellum.

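Genes of nitric oxide synthesis, together with the 9 common network nodes, were not shifted in 1 direction as a group in either tissue. Without regard to direction, fry, another test of gene lists, gave an unadjusted p of 0.207 in cerebellum and 4.31e-07 in blood. In cerebellum, 17 of 28 measured members had a positive log2FC and none passed, over all genes or adjusted over the list alone (adjusted p = 0.481 from camera); the test leaned higher, while the mean log2FC of the members was −0.47 and the median 0.10. In blood, 16 of 27 had a positive log2FC, and adjusted over the list alone 1 was higher and 1 lower, with 0 over all genes (adjusted p = 0.162 from camera). In blood the list passed without WT replicate 2 (adjusted p = 0.0327) and without *Mecp2*-null replicate 2 (adjusted p = 0.00939), higher as a whole, with a range over its alternatives of 0.00939 to 0.559. By the likelihood ratio test, no member was called in cerebellum and 1 was in blood, and DESeq2 called none in cerebellum and 1 higher and 2 lower in blood. The 9 nodes came from the calls in these libraries and the interactors added to them, so the list is not independent evidence.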

The common interactors are involved in the nitric oxide biosynthesis pathway, which in STRING results statistically significant (*p*-value = 0.016 after FDR).

We then performed a functional enrichment analysis on the output of the STRING analysis—including both DE genes and their interactors, in order to identify overrepresented gene ontology (GO) biological process categories. The analysis of functional enrichment revealed 462 and 477 significant GO categories in cerebellum and blood, respectively. The most significantly enriched process in the cerebellum is “circadian behavior,” while in the blood it is “response to stress.” 

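Genes of the circadian clock and of the response to glucocorticoids and stress did not pass in 1 direction as groups in either tissue. Both lists were fixed before the data were examined. Without regard to direction, fry gave the stress genes an unadjusted p of 0.0810 in cerebellum and 0.000775 in blood. For the clock genes it gave 0.506 and 0.0715. In cerebellum, 19 of 25 clock genes had a positive log2FC and none passed (adjusted p = 0.366 from camera, 0.0394 without *Mecp2*-null replicate 2, range 0.000905 to 0.989 over its alternatives). *Bhlhe40* and *Npas2*, transcription factors of the clock, had a log2FC of 0.66 (SE 0.23) and 0.43 (SE 0.19) in cerebellum. In blood, 15 of 25 clock genes had a positive log2FC (adjusted p = 0.488), and *Nr1d2* and *Dbp* had a log2FC of 0.86 (SE 0.35) and 0.84 (SE 0.39). No clock gene was called in either tissue by the quasi-likelihood test, the likelihood ratio test or DESeq2. Of 31 stress genes in cerebellum, 22 had a positive log2FC, and adjusted over the list alone 4 were higher and 1 was lower, with 0 over all genes (adjusted p = 0.382 from camera, 0.00140 without *Mecp2*-null replicate 1 and 0.0248 over the genes that filterByExpr keeps, range 0.000905 to 0.989 over its alternatives). *Fkbp5*, a chaperone gene induced by glucocorticoids, had 13.1 ± 3.83 CPM (SD, n = 3) in WT and 32.9 ± 10.6 CPM (SD, n = 3) in *Mecp2*-null cerebellum, a log2FC of 1.33 (SE 0.30, FDR = 0.908 from edgeR). *Plin4*, a coat protein of lipid droplets, and *Cirbp*, an RNA-binding protein induced by cold, had a log2FC of 2.08 (SE 0.54) and 0.98 (SE 0.24). In blood, 21 of 31 stress genes had a positive log2FC, and adjusted over the list alone 3 were higher and 2 lower, with 0 over all genes (adjusted p = 0.223 from camera, 0.010 without *Mecp2*-null replicate 1, range 0.010 to 0.980 over its alternatives). Calls of the likelihood ratio test were 1 stress gene higher and 1 lower in each tissue; DESeq2 called 4 higher and 1 lower in cerebellum and 2 of each in blood.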

The top 10 biological processes significantly enriched in cerebellum and blood are depicted in **Figure 5A and B**. We found 152 overlapping significant GO biological processes between cerebellum and blood, the most significant being “response to stress.” The top 10 most significant overlapping biological processes are depicted in **Figure 5C**. The full list of GO categories enriched in cerebellum, blood, and their overlap can be found in **Supplementary File 4**.

**Figure 5:**
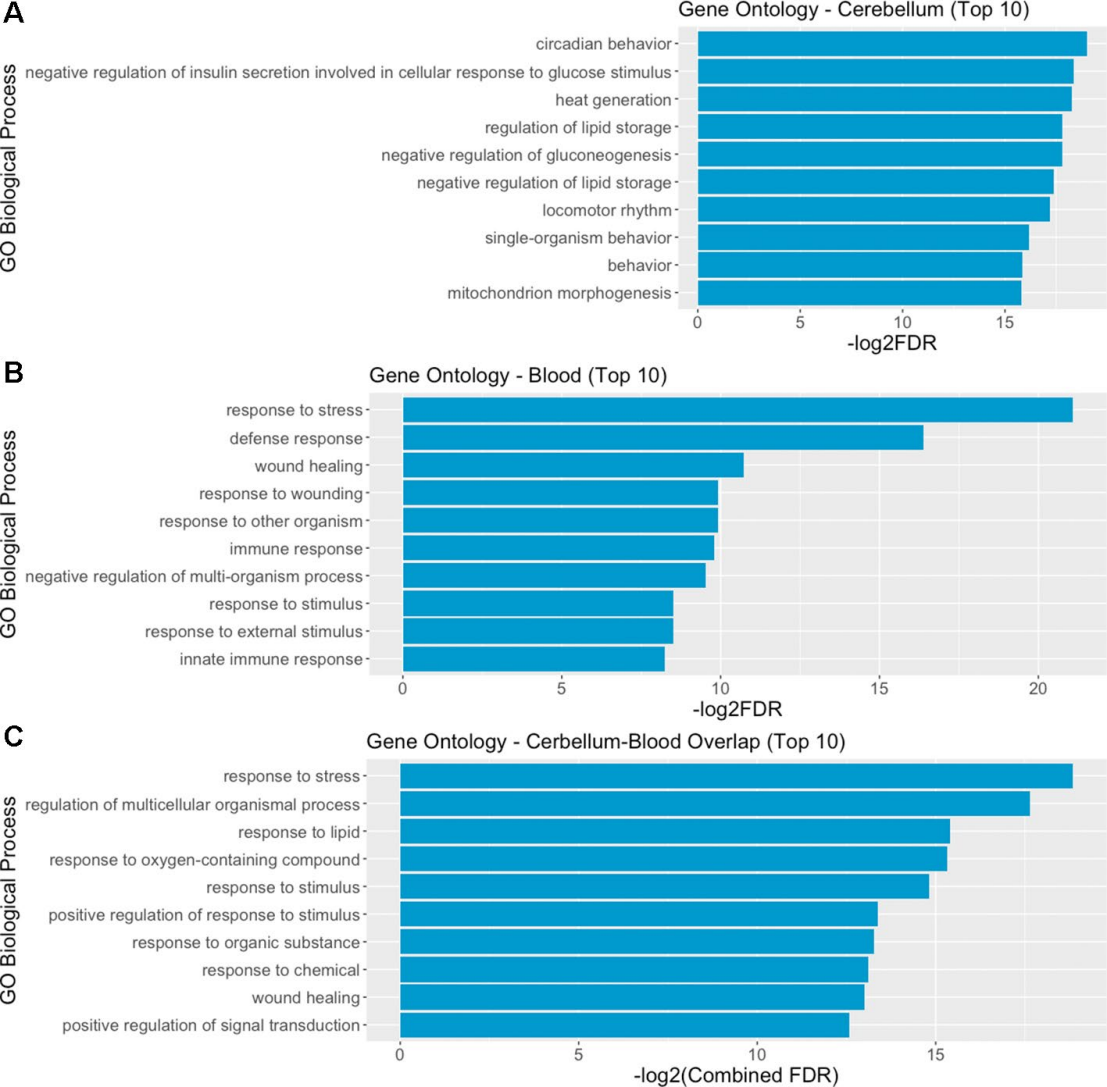
Gene ontology (GO) analysis reveals overlapping biological mechanisms in cerebellum and blood. **(A, B)** Top 10 gene ontology biological process categories enriched in cerebellum and blood DE genes and their interactors predicted by STRING. **(C)** Top 10 gene ontology biological processes overlapping between blood and brain, according to their combined FDR. Combined FDR was computed as follows: FDRCerebellum + FDRBlood − FDRCerebellum * FDRBlood.

The gene-sets analysis reveals common mechanisms activated in blood and brain with an enrichment of mechanisms involved in system’s homeostasis, metabolic processes such as nitric oxide synthesis, and coagulation-related processes.

### qPCR Validation of Additional Genes

In addition to the identified overlapping genes in differential expression analysis, we considered for validation with qPCR additional genes that were selected according to different criteria. First, we selected genes that were significant in brain and also in blood and vice versa (**Table 2**). Of these, we tested with qPCR genes that were linked to the multiple gene analysis and/or were lined to mechanisms known to be associated to RTT: *Dnah14*, *Serpina1c*, *Lsm12*, *Mup10*, *Ankrd63*, *Hal*, *Ankrd63*, *Slc6a4*, *Crispld2*, *Tnnc2*, *Mpo*, *Gpx3*, *Paip2*, and *Fkbp5*. 

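Of the genes called in cerebellum by the likelihood ratio test, 10 had an unadjusted p under 0.05 in blood, 4 of them in the same direction, and of those called in blood 15 had it in cerebellum, 10 of them in the same direction. Over all tested genes, 7.47% had such a p in blood and 5.41% in cerebellum; with the quasi-likelihood test of edgeR the counts were 2 and 0, and with DESeq2 they were 15 and 39. *Fkbp5* in blood had 11.2 ± 6.05 CPM (SD, n = 3) in WT and 29.6 ± 10.7 CPM (SD, n = 3) in *Mecp2*-null mice, a log2FC of 1.40 (SE 0.44, FDR = 0.704 from edgeR), the direction it had in cerebellum. *Ahsa2*, a co-chaperone gene, had a log2FC of −0.85 (SE 0.17) in cerebellum and −0.83 (SE 0.31) in blood. *Dnah14*, a dynein of cilia, had a log2FC of 2.04 (SE 0.42) in cerebellum and no count in WT blood. *Paip2* in blood had a log2FC of −1.06 (SE 0.46, FDR = 0.765), opposite to cerebellum, and its difference between tissues was −2.11 (FDR = 0.316 from the interaction test). *Slc6a4*, the serotonin transporter, had 0.219, 1.00 and 1.31 CPM in WT and 5.27, 11.5 and 0.331 CPM in *Mecp2*-null cerebellum, with its highest values in the 2 *Mecp2*-null libraries that had genes of tissue next to the cerebellum, and 61.6 ± 34.9 and 15.5 ± 6.04 CPM in blood, where platelets carry it. *Crispld2*, a secreted protein, had a log2FC of 0.66 (SE 0.19) in cerebellum and 2.54 (SE 0.62) in blood, and *Gpx3*, the glutathione peroxidase of plasma, of 0.73 (SE 0.30) and 3.03 (SE 0.67). The histone gene *Hist1h2be*, which shares 496 exon bases with *Hist1h1e*, had a log2FC of −0.86 (SE 0.24) in cerebellum and −3.31 (SE 0.76) in blood. *Mup10*, a major urinary protein made by the liver, had 0.543, 0 and 4.25 CPM in WT and no count in *Mecp2*-null cerebellum, and in blood it had counts in *Mecp2*-null replicate 2 alone. *Hal*, a histidine-degrading enzyme, had no count in *Mecp2*-null cerebellum and none in WT blood, at least 7.69-fold lower and at least 112-fold higher in *Mecp2*-null mice. *Tnnc2*, *Mpo* and *Ankrd63* had a log2FC of 3.44 (SE 1.26), 1.18 (SE 0.46) and 2.07 (SE 0.51) in cerebellum.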

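In the blood of *Mecp2*-null mice, *S100a9*, *Ms4a3* and *Prg3*, genes of neutrophils, of their precursors and of eosinophils, were highest in replicate 1. *S100a9* had 343 ± 65.0 CPM (SD, n = 3) in WT and 5062, 521 and 1966 CPM in the 3 *Mecp2*-null libraries, a log2FC of 2.87 (SE 0.74, FDR = 0.606 from edgeR). *Ms4a3* and *Prg3* had no count in WT blood and 28.3, 1.08 and 0 CPM and 15.5, 1.41 and 0 CPM in *Mecp2*-null blood, at least 1127-fold (FDR = 0.654) and at least 648-fold higher (FDR = 0.643). *Gstm2* and *Gsta3*, glutathione S-transferases that detoxify electrophiles, had 0.854, 1.99 and 1.44 CPM and 0.312, 8.55 and 0.345 CPM in *Mecp2*-null blood, with counts in 1 WT library for *Gsta3*. Their log2FC was 7.54 (SE 1.55, FDR = 0.474 from edgeR) and 8.92 (SE 1.93, FDR = 0.499). *Itgb3*, the beta chain of the platelet fibrinogen receptor, had 203 ± 92.4 CPM (SD, n = 3) in WT and 22.8 ± 18.7 CPM (SD, n = 3) in *Mecp2*-null blood, a log2FC of −3.15 (SE 0.61, FDR = 0.472). *Snx31*, a sorting nexin, had 0.513 ± 0.149 CPM in WT and no count in *Mecp2*-null blood, at least 52.2-fold lower (FDR = 0.583). All 7 genes passed the likelihood ratio test and none the quasi-likelihood test. In *Mecp2*-null replicate 1 genes of proliferation had a mean log2 CPM of 5.22, against 2.01 to 2.49 in the other 5 blood libraries.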

We also tested, in blood, genes that showed a high fold change or were dysregulated in cellular pathways in blood: *S100a9*, *Ms4a3*, *Snx31*, and *Prg3*, *Gstm2*, *Gsta3*, and *Itgb3*. Two of the selected genes (*Fkbp5* and *S100a9*) had already been identified by other screenings (18). The additional tested genes are reported in **Table 2**.

**Table 2:** Summary of additional genes tested by qPCR. The list includes differentially expressed (DE) genes overlapping between cerebellum and blood, some genes selected for their high fold change in blood and some genes selected from predicted dysregulated pathways. Log2FC refers to the ratio Mecp2-null/WT; hence, positive values mean upregulation in Mecp2-null and vice versa.

Additional genes tested by qPCR				
Genes identified in cerebellum that are also significant in blood				
Gene	log2FC cerebellum	FDR cerebellum	log2FC blood	Uncorrected *p*-value blood
*Dnah14*	2.04	2.51E-02	8.54	3.88E-03
*Fkbp5*	1.33	3.70E-02	1.40	4.90E-03
*Serpina1c*	−10.52	2.76E-02	9.87	5.50E-03
*Gm28374*	6.52	1.34E-02	−6.55	1.84E-02
*Lsm12*	1.91	5.39E-19	−1.30	3.24E-02
*Paip2*	1.00	1.06E-04	−1.06	3.49E-02
*Ahsa2*	−0.85	4.13E-02	−0.83	4.15E-02
*Mup10*	−10.75	3.30E-02	7.12	4.28E-02
Genes identified in blood that are also significant in cerebellum				
Gene	log2FC blood	FDR blood	log2FC cerebellum	Uncorrected *p*-value cerebellum
*Atp6v0d2*	10.74	4.30E-02	5.91	3.44E-04
*Hal*	9.73	2.87E-02	−5.88	3.65E-04
*Ankrd63*	8.90	3.79E-02	2.07	5.56E-04
*Hist1h2be*	−3.32	1.08E-02	−0.86	4.59E-03
*Slc6a4*	−1.99	2.27E-02	2.75	1.13E-02
*Crispld2*	2.54	4.87E-02	0.66	1.22E-02
*RP23-253I14.4*	11.74	1.05E-02	3.12	1.28E-02
*C430002N11Rik*	−8.55	5.89E-03	4.84	1.32E-02
*Tnnc2*	10.97	6.73E-09	3.44	1.37E-02
*Scgb3a2*	14.25	2.26E-03	4.57	1.91E-02
*Mpo*	10.18	1.75E-06	1.18	2.65E-02
*Gm5741*	−8.52	9.00E-03	2.67	3.33E-02
*Gpx3*	3.03	1.64E-02	0.73	3.37E-02
High fold change in blood				
Gene	log2FC RNAseq			FDR RNAseq
*S100a9*	2.87			2.01E-02
*Snx31*	−8.80			3.09E-03
*Ms4a3*	13.05			5.27E-03
*Prg3*	12.26			5.27E-03
Genes from predicted dysregulated pathways (blood)				
Gene	log2FC RNAseq			FDR RNAseq
*Gsta3*	8.98			4.06E-03
*Gstm2*	7.56			2.34E-04
*Itgb3*	−3.15			1.00E-03

We considered significantly different in the qPCR analysis those genes with a *p*-value < 0.05, and we considered “trending” the genes with a *p*-value between 0.1 and 0.05. The genes that confirmed to be dysregulated after qPCR are: *Serpina1c*, *Ankrd63*, *Crispld2*, *Mpo*, and *Gsta3*. The validation results are reported in **Supplementary File 5**xref>. In the case of *Serpina1c*, we performed an additional PCR in liver extracts as this gene is mostly expressed by hepatocytes (19). We confirmed the downregulation of *Serpina1c* in mutants also for this preparation (ddCt = −1.006, *p*-value = 0.008). We also tested the differential expression of *Serpina1c* between mutant and WT in cerebellum and blood of presymptomatic mice, obtaining negative results (cerebellum: ddCt = 1.804, *p*-value = 0.18, blood: ddCt = 3.563, *p*-value = 0.363). RNA quantification performed in presymptomatic females did not reveal any differences of *Serpina1c* expression between heterozygous *Mecp2*-null and WT (data not shown). Like in the case of *Ube2v1*, this suggests that the dysregulation of *Serpina1c* is linked to the appearance of symptoms.

Altogether, the multiple RNA measurements on different samples confirmed reveal that there are genes and mechanisms DE in both blood and brain.

## Discussion

The quest for understanding and treating neurodevelopmental disorders is hampered by several factors, one of these being access to the brain. Considering the limited molecular etiology, and the impact of *MECP2* mutations in multiple tissues to the clinical presentation (15), RTT represents an ideal model to study the mechanisms of disease present in both CNSs and peripheral systems, with the aim to identify markers in peripheral blood that would be accessible for diagnostic, prognostic, and treatment purposes.

In this study, we compare the expression of genes and molecular pathways in blood and brain of *Mecp2* mutant mice to identify common mechanisms dysregulated across different tissues. Since gene expression is strongly dependent on brain area and developmental stages, we first investigated which brain regions highly express the MeCP2 protein in P50 male mice—an age when symptoms are advanced. We find that in P50 mice, the cerebellum is the region with higher expression of MeCP2 compared to hippocampus, cortex, and hypothalamus (**Figure 1**), but protein expression in the cerebellum decreases in adult mice, confirming the results of Ross and colleagues (15). We used *Mecp2*-null male mutants and matched controls at P50, and we compared the DEGs in cerebellum to the DEGs in the blood. There are several studies that look at the gene expression profile in Rett patients (20) and mouse models (12, 14, 18, 21–39). However, to our knowledge this is the first study that compares directly differential gene expression in brain and blood of *Mecp2*-null mice versus matched controls.

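Genes varied more between blood samples than between cerebella, and most between *Mecp2*-null blood samples. The median dispersion over genes with a mean of at least 1 CPM was 0.144 in blood (13016 genes) and 0.0395 in cerebellum (15605 genes), a ratio of 3.65, or a biological coefficient of variation of 38.0% and 19.9%. In WT mice alone it was 0.0728 in blood and 0.0332 in cerebellum, and in *Mecp2*-null mice alone 0.245 and 0.0527. A *Mecp2*-null blood library had a mean Spearman rho across genes of 0.857 to 0.884 with the other *Mecp2*-null blood libraries and of 0.881 to 0.916 with the WT blood libraries, so each was closer to WT samples than to samples of its own genotype. The same order held in cerebellum, where a *Mecp2*-null library had 0.971 to 0.980 with its own group and 0.975 to 0.982 with the WT libraries. WT libraries had 0.955 to 0.964 with their own group in blood and 0.978 to 0.983 in cerebellum. Genes that differed among the *Mecp2*-null blood samples included *Mki67*, a marker of dividing cells, and *Scgb1a1*, a secretory protein of airway club cells. *Mki67*, named outside the rule for naming genes, had 241 CPM in replicate 1, 11.5 in replicate 2 and 23.6 in replicate 3. *Scgb1a1* had 1.48, 78.5 and 43.0 CPM. The median dispersion in blood was 0.0947 to 0.187 when a single library was left out, and 0.0318 to 0.0464 in cerebellum.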

The analysis of the expression levels shows a reasonable correlation between the genes expressed in the two preparations (R^2^_WT = 0.95, R^2^_MUT = 0.93, **Figure 2A**), although there is a higher variability in the blood compared to the cerebellum (**Supplementary Figure 6**). This variability could generate results less consistent in blood, reinforcing the necessity of validating the results with another method (PCR) on independent biological samples. Both the differential expression analysis (EdgeR) and the gene pathways and network analysis identify overlapping associations across the preparations.

The most significant gene DE in the two tissues—other than *Mecp2* itself—is *Ube2v1* (also known as *Uev1a*), which is downregulated in cerebellum and upregulated in the blood of the mutant mice. Its differential expression was confirmed by qPCR both in the blood and in the cerebellum (**Figure 3**). *Ube2v1* encodes for Ubiquitin Conjugating Enzyme E2 V1, which is a ubiquitin-conjugating E2 enzyme variant (UEV) protein. UEVs are similar in sequence to ubiquitin-conjugating E2 enzymes but lack their enzymatic activity (40). This type of ubiquitination is not linked to proteolysis, but it acts as a system of nonproteolytic cell signaling instead (41) and has been associated to elements involved in synaptic plasticity and function. In the brain, the function of Ube2v1 is to modulate the protein organization at synaptic level and the ability of the neurons to respond to changes in activity (**Figure 5A**). **Figure 6** represents speculations regarding possible roles of Ube2v1 in RTT.

**Figure 6:**
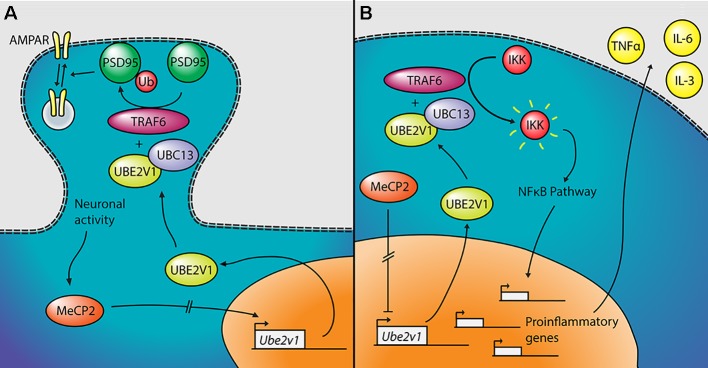
Proposed mechanism linking *Mecp2*, *Ube2v1*, and Rett syndrome (RTT). **(A)** In neurons, MeCP2 would upregulate the transcription of *Ube2v1*, directly or indirectly. UBE2V1, together with UBC13 and TRAF6, would promote Lys63-linked ubiquitination of PSD95, which would in turn regulate AMPA receptor (AMPAR) trafficking. **(B)** In peripheral blood mononuclear cells (PBMCs), MeCP2 would repress the transcription of *Ube2v1* (directly or not). UBE2V1, together with UBC13 and TRAF6, would activate IκB kinase (IKK), which would activate the NFκB pathway. This would promote the transcription of proinflammatory genes and the upregulation of cytokines such as TNFα, IL-6, and IL-3.

In a mouse study, postsynaptic density-95 (PSD95) and Ube2v1 were copurified using tandem affinity purification (42) and Ube2v1 mediates Lys63-linked polyubiquitination (L63-polyUb) of PSD95 in an activity-dependent and nonproteolytic manner. Such modification of PSD95 regulates two main properties associated to synaptic function: first, it affects PSD95’s scaffolding properties, promoting synaptic formation, maturation, and strength (43). Second, the ubiquitination of PSD95 is known to mediate N-methyl-D-aspartate-mediated α-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid receptor (AMPAR) endocytosis (44). Interestingly, the *Ube2v1* homologous *uev-1* regulates AMPAR trafficking in *Caenorhabditis elegans*, possibly by modulating a clathrin-independent AMPAR recycling pathway (45). Trafficking of AMPARs has been shown to be altered in the hippocampus of *Mecp2*-null mice (46). There is further evidence suggesting an important function of *Ube2v1* in the brain; knocking out its associate *Ubc13* in mouse results in impaired cerebellar synapse formation (47). This hypothesis, although only theoretical, suggests that *Mecp2*, through the activity-dependent regulation of *Ube2v1*, influences L63-polyUb of PSD95. PSD95 modulates synaptic maturation and function, which indeed are impaired in RTT (48).

Outside the brain, *Ube2v1* exerts control over cell cycle and differentiation (40), response to DNA damage through p53 (49), and regulates pathways responsible for immune inflammatory response, mainly through the nuclear factor kappa-light-chain-enhancer of activated B cells (NF-kB) pathway (50, 51) (**Figure 5B**). For instance, the UBE2V1–UBC13–TRAF6 complex activates nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor (IkB) kinase (IKK) in response to proinflammatory cytokines (52, 53). This mechanism is consistent with the increased levels of NF-kB observed in MeCP2-deficient human peripheral blood mononuclear cells (PBMCs) and in the human monocyte line THP1 (54). The same authors found that the upregulation of NF-kB caused by MeCP2 deficiency enhances the expression of tumor necrosis factor alpha (TNFa), interleukin 6 (IL-6) and interleukin 3 (IL-3) (55), which can contribute to the subclinical immune dysregulation observed in RTT patients (56), including increased levels of TNFa and IL-6 in the blood, among other cytokines (57). Alteration of the NF-kB pathway was also suggested after transcriptomic analysis on the blood of RTT patients (58). NF-kB is also dysregulated in cortical neurons of *Mecp2*-null mice, with direct effects on dendritic complexity that can be rescued by reducing NF-kB signaling (59).

The presence of *Ube2v1* across different processes and cell types, and especially in the immune system, makes it an interesting candidate to examine the function of *MECP2* in the periphery and to reflect brain function in peripheral blood. A transcriptomic analysis performed in human PBMCs revealed enrichment of gene ontology categories related to regulation of protein ubiquitination (60). This could support the idea of *Ube2v1* also playing a role in the human condition.

### Serpina1c

*Serpina1c* resulted to be a DEG in both blood and brain. Its downregulation in the mutants was confirmed in cerebellum and showed a strong trend in blood. In blood, the qPCR expression analysis contradicts the one originally obtained by RNAseq, which indicated a strong upregulation in the blood of mutants. The results in the sequencing analysis though, are driven by one single sample, while the results in PCR have been replicated across 12 independent biological samples; hence, for this gene, we trust the decrease measured with PCR. 

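*Serpina1c* belongs to a group of liver genes whose levels went together across libraries. In cerebellum, hepatocyte genes as a list were lower in *Mecp2*-null mice, with 53 of 58 measured members at a negative log2FC and 22 without any count in *Mecp2*-null cerebellum (adjusted p = 1.02e-12 from camera, adjusted p = 0.793 with an estimated correlation). Over all genes 0 passed the quasi-likelihood test, adjusted over the list alone 32 were lower, and the likelihood ratio test called 15. The difference came from WT replicates 1 and 3: without both, a setting chosen after the data were seen, the adjusted p was 0.860, with a range over all alternatives of 4.72e-28 to 0.860. In blood, 43 of 47 measured members had a positive log2FC and 24 had no count in WT (adjusted p = 3.85e-06 from camera, adjusted p = 0.484 with an estimated correlation), with 1 higher when adjusted over the list alone, 0 over all genes and 2 by the likelihood ratio test. The mean log2 CPM of the list was −0.83 in *Mecp2*-null replicate 2 and −6.10 to −5.28 in the other 5 blood libraries, and without *Mecp2*-null replicate 2 the list did not pass (adjusted p = 0.100, range 9.80e-08 to 0.484 over its alternatives).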

The nature of *Serpina1c* gives reasons to pay attention to its possible involvement in RTT.

*Serpina1c* encodes for α-1-antitrypsin (α1AT) 1–3, which is part of the serine protease inhibitor (Serpin) family. While in mouse, *Serpina1* has five different variants (Serpina1a-e) with distinct specificity (61), in human, there is only one *SERPINA1* gene.

In mouse, the protein network for *Serpina1c* shows interactions with the elements of the Akt pathways, which has been shown to be dysregulated in *Mecp2* mutant mice (62).

In humans, mutations that result in a deficit of α1AT are mostly known to be a cause of pulmonary emphysema and liver disease (63). The liver is the main secretor of α1AT in both human and mouse, and it also expresses MeCP2. We confirmed the downregulation of *Serpina1c* RNA in the liver of mutant mice by qPCR. The MeCP2 and α1AT coexpression suggests a role of *Serpina1c/SERPINA1* in RTT.

In normal conditions, circulating α1AT protects the lungs by inhibiting neutrophil elastase, which degrades the connective tissue. Patients with low plasma levels of α1AT have an elevated risk of pulmonary emphysema, due to excessive degradation of the connective tissue. To our knowledge, respiratory deficiencies present in RTT have not been yet linked to this kind of pathology. However, emphysema-like features have been observed in the lungs of *Mecp2*-null mice (64).

The role of α1AT in liver pathogenesis would be less relevant in RTT, as its main disease-causing mechanism is the aggregation and accumulation of abnormal forms of α1AT in the hepatocytes (65, 66). The most intriguing result of the *Serpina1c* analysis is that diagnostic grade blood tests are already available to quantify the levels of circulating α1AT (67) and the same methods could be used in RTT patients for prognostic purposes.

Regarding its brain function, α1AT has been proposed to be involved in Alzheimer’s disease (AD) (68), Parkinson’s disease (PD) (69), schizophrenia (70), and amyotrophic lateral sclerosis (ALS) (71), but no specific mechanisms have been described. α1AT has been shown to drastically reduce excitotoxicity *in vitro* through the inhibition of calpain (72), but there is no evidence of this phenomenon being physiologically significant *in vivo*. α1AT is also therapeutic against stroke in rats (73).

It is also possible that Serpina1c in the brain acts through the interaction with other proteins. α1AT is an inhibitor of activated protein C (APC) (74). APC, in turn, neutralizes plasminogen activator inhibitor 1 (PAI) (75), which inhibits tissue plasminogen activator (tPA) (76). tPA is a protease that catalyzes the conversion of plasminogen to plasmin. Aside from its important anticoagulant role, plasmin is responsible for the cleavage of the inactive precursor brain derived neurotrophic factor (proBDNF) into active mature BDNF (mBDNF) (77). BDNF is considered relevant in RTT: it has been shown to be dysregulated in both RTT patients (78, 79) and in animal models (80, 81), and its overexpression in mice ameliorates the symptoms of *Mecp2*-null mice (80). MeCP2 seems to directly regulate the expression of BDNF in an activity-dependent manner (82), suggesting that the involvement of BDNF in RTT is transcription dependent. However, it is possible that the decreased expression of BDNF in RTT is dependent both by an MeCP2-dependent transcription, and by an abnormal posttranslational cleavage of BDNF. BDNF has been studied as possible peripheral biomarkers of mood disorders (83), and the tPA–BDNF pathway in serum is a target for the treatment of depression (84). Moreover, the fact that tPA’s main known role is related to hemostasis would be in accordance with the dysregulation of the platelet activation mechanisms, identified with the pathways analysis.

Interestingly, RNA expression analysis of both *Ube2v1* and *Serpina1c* in presymptomatic mice shows no difference between WT and mutant mice, suggesting that their altered expression may be linked to presentation of symptoms and severity of the condition.

#### Platelet Activation Pathway

Pathway analysis predicted a potential disruption of the platelet activation pathway in the blood of *Mecp2*-null mice. Interestingly, an altered coagulation pathway was identified in the brain of the same mutant mice, driven by the already discussed *Serpina1c*. If, according to the previously described hypothesis, the levels of plasmin were altered in RTT, an abnormal hemostatic state could be expected, although it has never been reported in patients.

Other mechanisms could potentially link platelet activation and RTT. In a metabolomic screening of *Mecp2*-null mice, an alteration of the platelet-activating factor (PAF) cycle was predicted (85). PAF is a multifunctional phospholipid, which acts through its G-coupled receptor PAFR (86) and is involved in activation of platelets and leucocytes and in synaptic function (87, 88).

Regarding its role in the synapse, PAF has been described as a retrograde messenger in hippocampal long-term potentiation (LTP) (89). PAF also mediates synaptic facilitation in striatal slices (90) and LTP in cortical slices (91). PAF can enhance presynaptic vesicle exocytosis through calcium signaling (92, 93). Animal models lacking PAFR have shown differing results, with a study claiming LTP attenuation (94) and another claiming a normal synaptic function (95). It has also been observed that PAF needs to be properly regulated: elevated levels of PAF can cause excitotoxicity (96), and it seems to be involved in various CNS diseases, such as AD, PD, epilepsy, stroke, or multiple sclerosis (97). LTP defects have been repeatedly observed in mouse models of RTT (46, 98–101), and PAF could be a contributing factor.

We speculate that the alteration of the platelet activation pathway could be influenced by abnormal levels of nitric oxide (described below), which has a limiting effect on platelet activation (102).

#### Nitric Oxide

Our protein interaction analysis revealed that some genes overlapping between blood and cerebellum could be related to the nitric oxide (NO) synthesis pathway. NO is a signaling molecule present in several biological processes. In the brain, it can act as an anterograde and retrograde neurotransmitter, and it can induce dendritic and presynaptic growth (103). As previously mentioned, synaptic function and morphology are abnormal in RTT. NO could play a role in anxiety (104)—which is characteristic of RTT (105)—and it has also been linked to other pathologies of the CNS such as schizophrenia, bipolar disorder, depression, autism, and fragile X syndrome (106, 107). Abnormal upregulation of neuronal NO synthase has been observed in enteric neurons of *Mecp2*-null mice (108). Conversely, a reduced NO availability has been observed to contribute to vascular dysfunction in *Mecp2*-null mice (109). Our data is not enough to describe if the NO levels are most likely to be up- or downregulated in our model, but it remains a hypothesis to explore further. NO would also be a potential target for a treatment. L-lysine, an inhibitor of NO synthesis, has been used in a trial as an adjuvant of risperidone in schizophrenia (110). Bumetanide, a molecule that has been shown to be effective in the treatment of ASD (111), has been suggested to achieve its effect by increasing the levels of NO (112), but no experiments have been performed in that regard.

The analysis of enriched biological functions with GO shows consistency with other function dysregulated in RTT. The enrichment of circadian behavior in the brain preparation is consistent with sleep disorders in patients with RTT (113), and with disruption found in *Mecp2* mutant mice. *Mecp2* mutants have altered nocturnal activity and present structural abnormalities of hypothalamic centers controlling circadian rhythms (114). In addition, both MeCP2 expression and the MeCP2-binding to promoters of regulated genes are correlated to circadian rhythms (115). The altered nocturnal activity correlates with anxiety behaviors and increased plasma concentration of corticosterone—the stress hormone—linking the enrichment of circadian behavior function to the increased response to stress function, present both in brain and in blood. Other functions that appear enriched in the GO analysis of blood and brain systems include metabolism, and response to stimuli such as immune response, which have been reported to be indeed altered in patients with RTT (116, 117).

Taken together, our findings point at several genes overlapping between brain and blood and connecting the multiple aspects of RTT. These results have implications not only for the understanding of the biological mechanisms of RTT and the broad action of MeCP2 across different tissues. In fact, the presence of peripheral markers associated to brain dysfunction and linked to the symptoms of RTT, would facilitate the monitoring of the disease and the evaluation of the functional effects of candidate treatments.

## Methods

### Mice

For screening the MeCP2 expression in control conditions, we used WT C57/BL6 male mice. For the sequencing experiment, we used *Mecp2* ^tm1.1Bird^ male mice available from Jackson (Stock no.: 003890) with a deletion of exons 3 and 4. WT C57/BL6 male mice were used as controls, as they match the background of the mutants. For qPCR, we used additional mice from the colony. Mice were genotyped using a standard PCR on DNA extracted from ear punches, using the protocol described in the Jackson website (www.jax.org). For the selection of presymptomatic and symptomatic mice, we used the criteria defined by Stearns et al. (118), where the authors run a battery to behavioral tests to define the onset of symptoms of RTT in male mice (after 28 days after birth—P28). For female mice, the onset of symptoms is after 3 months (P90). Mice were housed in the animal facility at 12 L/D cycle. All procedures on animals were authorized by the National Authority in Animal Welfare [Health Products Regulation Authority (HPRA)] Department of Comparative Medicine in Trinity College Dublin (TCD) (Authorization number: AE1936/I108, AE1936/P067).

### Protein Extraction and Enzyme-Linked Immunosorbent Assay (ELISA)

Tissue was harvested at postnatal ages of 4, 8, and 12 weeks. Cortex, hippocampus, hypothalamus, cerebellum, and full brain were dissected and stored at −80°C until protein extraction. Tissue was homogenized in radioimmunoprecipitation assay (RIPA) buffer (150 mM NaCl, 1% Triton X-100, 0.5% sodium deoxycholate, 0.1% SDS, 50 mM Tris-HCl pH = 8) containing cOmplete Protease Inhibitor Cocktail Tablets (Sigma), using pestles. The homogenate was incubated for 30 min in ice and then sonicated. The homogenate was centrifuged for 30 min at 20,000xG at 4°C, and the supernatant was stored at −80°C until further use. MeCP2 concentration was measured using a precoated sandwich ELISA assay (ELISAGenie). The MeCP2 concentration of each sample was normalized by its total protein concentration, measured using a Pierce^™^ BCA Protein Assay Kit (ThermoFisher). Statistical analysis was performed using a Kruskal–Wallis nonparametric test, and results were considered significant with a *p*-value < 0.05.

### RNA Extraction

Mice were sacrificed using CO_2_ at 8 weeks of age. Tissue harvesting was operated between 12 and 3 PM, and littermates were used as matching controls in the majority of cases (unless matched controls were not available). All the experiments comparing mutants and WT were run simultaneously. Cerebellums were dissected and stored at −80°C until RNA extraction. Blood was extracted immediately after euthanasia by suction from the heart and stored in RNAprotect Animal Blood Tubes (Qiagen). RNA was purified from brain and blood using the miRNeasy Mini Kit (Qiagen) and the RNeasy Protect Animal Blood Kit (Qiagen), respectively. RNA purity and concentration were assessed by the A260/230 and A260/280 obtained with a NanoDrop.

### RNAseq

Three *Mecp2*-null and 3 WT mice were used for RNAseq. RNA from blood was depleted from globin mRNA using a mouse/rat GLOBINclear^™^ kit (Ambion). RNA integrity and concentration were measured using a bioanalyzer. For the subsequent steps, only samples with an RIN (RNA Integrity Number) > 7 were used. Sequencing cDNA libraries were prepared using a NEBNext Ultra RNA Library Prep Kit for Illumina, along with a NEBNext Poly(A) mRNA Magnetic Isolation Module and the NEBNext Multiplex Oligos for Illumina (New England Biolabs). RNA (200 ng) were used as a starting material for each sample. Library concentration and mean fragment length were measured using a bioanalyzer. Libraries were pooled, and a preliminary sequencing run was performed in a MiSeq (Illumina). Then, they were sent for sequencing to Edinburgh Genomics, where a HiSeq 2000 system (Illumina) was used. Sixty million, 2x75bp paired-end reads were obtained for each sample. The quality of the reads was determined using FastQC. All reads had qualities above Q28 among their whole extent (a representative sample of the FastQC analysis is depicted in **Supplementary Figure 7**). Reads were aligned to the Ensembl GRCm38 mouse genome construct, using Hisat2 (119), with default parameters. Abundance tables were generated using Stringtie (119), using the –e and –B options (simplified protocol) and the rest of parameters on default. To obtain count tables, the output of Stringtie was processed with the prepDE.py script provided by the developers. To obtain fragments per kilobase of transcript per million mapped reads (FPKM) tables, the output of Stringtie was processed with the R package Ballgown. The gene expression tables were filtered by removing counts corresponding to miRNA and genes presenting 0 counts in all samples. Differential expression analysis was performed using EdgeR (120), a statistical package specifically designed to analyze transcriptomic data, and we selected a likelihood ratio test. Results were corrected for multiple testing. Genes were considered as DE with an FDR-corrected *p*-value < 0.05.

### Protein Interaction and Functional Enrichment Analysis

Protein interaction and functional enrichment analysis were performed in the STRINGapp plugin for Cytoscape (v.1.8.0), which uses information from the STRING database (string-db.org). DE genes obtained by RNAseq were used as an input. A maximum number of 30 maximum additional interactors was selected. The confidence score cutoff was set at 0.6. Functional enrichment analysis was also performed on Cytoscape, using the STRING Enrichment plugin.

### Pathway Analysis

Pathway analysis of the results obtained by RNAseq was performed by using the iPathway software (Advaita). The software generates the *p*-value associated to each result considering the correction for multiple testing.

### Identification of Common Differentially Expressed Genes in Blood and Cerebellum

Identification of the significant DEG in each tissue was performed selecting the significant genes identified by EdgeR after multiple testing correction (*P* value ≤ 0.05). For the selection of DEG in both blood and brain, we used the list of DEG in one tissue (i.e., brain) and we tested the hypothesis that they were also significant in blood with the appropriate correction. We repeated the procedure for the DEG in blood also significant in brain.

### qPCR

Six *Mecp2*-null and 6 WT mice were used for qPCR. RNA was reverse transcribed using the Quantinova RT Kit (Qiagen). Reactions (20 µl) were set up, using 2x Gene Expression Master Mix (Applied Biosciences) and PrimeTime^®^ qPCR Probe Assays (Integrated DNA Technologies). We used the following primer–probe sets:

- *S100a9*: F: GGAATTCAGACAAATGGTGGAAG R: CATCAGCATCATACACTCCTCA; probe:/56-FAM/TGACATCAT/ZEN/GGAGGACCTGGACACA/3IABkFQ/

- *Ms4a3*: F: TCAATACCCAGGCTTTCAAGG R: GAGAATCAGCATTAAAGACACCAG; probe:/56-FAM/TGCAGACAT/ZEN/CAGGTGACGGTGAAG/3IABkFQ/

- *Serpina1c*: F: GGAATCACAGAGGAGAATGCT R: GAATAAGGAACGGCTAGTAAGACT; probe:/56-FAM/TGTGCATAA/ZEN/GGCTGTGCTGACCA/3IABkFQ/

- *Lsm12*: F: CCTAGCTTCACTCAATGTTAGTAAG R: ATGGTCTTGTGAATGGTCTGG; probe:/56-FAM/TCAGCTTCT/ZEN/CCTCCTTCTCCGTCC/3IABkFQ/

- *Ankrd63*: F: CCAGCTTGATTTCCTTGTCCT R: CCTGAGCCATCCACCTTTC; probe:/56-FAM/AGAAGCAGC/ZEN/CGTTGTTCACACCT/3IABkFQ/

- *Crispdl2*: F: TCTGAGTGTCCATCCAGCTA R: TTCCACCTCGTTCATCATATCC; probe:/56-FAM/AGAAGCAGC/ZEN/CGTTGTTCACACCT/3IABkFQ/

- *Scgb3a2*: F: CTGGTATCTATCTTTCTGCTGGTG R: GTCGTCCAAAGGTACAGGTAA; probe:/56-FAM/TGGTTATTC/ZEN/TGCCACTGCCCTTCT/3IABkFQ/

- *Prg3*: F: CTATGTGCTGGTGAGGACTC R: AACTATAACTGTGGACGGAAGC; probe:/56-FAM/ATCTCCTGC/ZEN/AGACTCTCTGAGCCT/3IABkFQ/

- *Fam69c*: F: TGAGCCATTTCGACAGTGAC R: CCATGTCTACGTCAATAGCTACC; probe:/56-FAM/TGATGTCAA/ZEN/ACCTGAGAACTTCGCCA/3IABkFQ/

- *Has2*: F: AGTCATGTACACAGCCTTCAG R: GACCTTCACCATCTCCACAG; probe:/56-FAM/CATAATCCA/ZEN/CGCTTCGCCCCAGT/3IABkFQ/

- *Vmn2r85*: F: CCACAGAGTCAACAACTTCA R: GTACATGTCACACTGCACATTG; probe:/56-FAM/ATGGGCCAC/ZEN/AGGAGGAACATCAG/3IABkFQ/

*- Acc2os*: F: CATCCCTCCTGTTGTTATTATTCATC R: TCTGCTCCACTGAGTTTACTG; probe:/56-FAM/AGCTAAGCC/ZEN/TGGTTCCTTTGTTCCTG/3IABkFQ/

*- Gapdh*: F: AATGGTGAAGGTCGGTGTG R: GTGGAGTCATACTGGAACATGTAG; probe:/5Cy5/TGCAAATGGCAGCCCTGGTG/3IAbRQSp/

*- Slc14a2*: F: CAACCGCATCTACTTCCTGAC R: GCTCTCTTCTGCCTTCCAC; probe:/56-FAM/ACTGCTCTC/ZEN/CACTGCCACCATT/3IABkFQ/

*- Snx31*: F: CCAGATGAGCAGAGTGAAGTG R: CTAGGTTCTGGTTGAGAGTTCG; probe:/56-FAM/AGCAGAGTT/ZEN/CCAAGGAAAGTGACCTG/3IABkFQ/

- *Bpifa1*: F: CCTCTCCTGAACAACATCCTC R: AGACTTCCAACTACGGGCATA; probe:/56-FAM/CCATCGTCT/ZEN/CTATGTCACCATCCCTCT/3IABkFQ/

- *Tfap2d*: F: TGAGCCAGGATAGATCACCA R: GCTTAGAGCTGCACATATTGC; probe:/56-FAM/CCAGACCCA/ZEN/CTCCCATTCTAGACCT/3IABkFQ/

- *Ube2v1*: F: CACTTACAAGATGGACAGGCA R: GGTACTTAGGCCCACACTCTA; probe:/56-FAM/ACCTCCACG/ZEN/AACAATCTATGAAAACCGAA/3IABkFQ/

- *Dnah14*: F: TCAGTATAGAAGTCCTCTCAGTCA R: TGCACACGACATATTGATCCG; probe:/56-FAM/CCAGTACGA/ZEN/ACCTGACAGAATAGCTGC/3IABkFQ/

- *Mup1*: F: TGAGAAGCATGGAATCCTTAGAG R: ATGAACACCAACCCACTCC; probe:/56-FAM/TATCCAATG/ZEN/CCAATCGCTGCCTCC/3IABkFQ/

- *Atp6v0d2*: F: AGTCTTACCTTGAGGCATTCTAC R: GCCAAATGAGTTCAGAGTGATG; probe:/56-FAM/TCCCATTCT/ZEN/TGAGTTTGAGGCCGAC/3IABkFQ/

- *Hal*: F: CCATCAGAAATCGCAGAAAGC R: AGTTCTGTAGTGATGATGTCCTTC; probe:/56-FAM/CGTACACCT/ZEN/TACGCTGCTGTCCAC/3IABkFQ/

- *Hist1h2be*: F: CGCAAACGCTACTGAAAGGA R: TTCTTGCCGTCCTTCTTCTG; probe:/56-FAM/TCTGAAGAT/ZEN/GCCTGAGCCAGCC/3IABkFQ/

- *Slc6a4*: F: CATCGTCTGTCATCTGCATCC R: CGTTGGTGTTTCAGGAGTGAT; probe:/56-FAM/TCCTTAAGT/ZEN/GTCCCTGGAGTGCTGA/3IABkFQ/

- *Tnnc2*: F: GAGTGCGGAGGAGACAAC R: CCATCAGCATCGAACATGTCA; probe:/56-FAM/AACCATGAC/ZEN/GGACCAACAGGCT/3IABkFQ/

- *Mpo*: F: CCCGCATTCCTTGTTTTCTG R: GCTTCTCCCCATTCCATCG; probe:/56-FAM/CTCACCTCC/ZEN/ATGCACACCCTCTTT/3IABkFQ/

- *Gpx3*: F: GCAGTATGCAGGCAAATATATCC R: CCCAGAATGACCAAGCCAA; probe:/56-FAM/TCTGTCAGA/ZEN/CCTCAGTAGCTGGCT/3IABkFQ/

- *Paip2*: F: GACAGGATTCGTTGGCTACC R: GACTTGGATCTTTCATGGTTGG; probe:/56-FAM/TCGTTGTCG/ZEN/TTTTTAACCCAGTGCAC/3IABkFQ/

qPCR was performed in a Quantstudio 5 Real Time PCR System (Applied Biosciences), using the following cycle: 2 min at 50°C, 10 min at 90°C, and 40x (15 s at 95°C and 1 min at 60°C). All samples were analyzed in triplicate, and *Gapdh* was used as a loading control. For target genes, we used the reporter fluorophore fluorescein amidite (FAM), and for *Gapdh*, we used Cy5. For each sample, the average *Gapdh* Ct value was subtracted from the average target Ct value, obtaining a dCt value. The average dCt of the WT group was used to calculate the ddCt value for each sample. Statistical significance was assessed using a *t*-test on the ddCt values, in Microsoft Excel. Significance was considered with a *p*-value < 0.05.

## Data Availability Statement

The datasets generated for this study can be found in the Gene Expression Omnibus, under accession number [GSE129387].

## Ethics Statement

This study was carried out in accordance with the recommendations of National Animal Welfare Authority, Ireland. The protocol was approved by the Animal Ethical Committee Trinity College Dublin and HPRA.

## Author Contributions

AS performed the experiments and wrote the paper; KH provided assistance in the design and analysis of the RNAseq experiment; DT contributed to sample extraction and establishment of the colony; and DT and MG designed and supervised all the parts of the research and the writing of the manuscript.

## Funding

The study was funded by the Wellcome Trust Grant WT079408/C/06/Z issued to MG, and by an SFI FN Funded Investigator grant 208377, and an IRSF grant 207417 issued to DT.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Transcriptomic Analysis of Mecp2 Mutant Mice Reveals Differentially Expressed Genes and Altered Mechanisms in Both Blood and Brain
**Source:** Front Psychiatry. 2019 Apr 29;10:278. doi: 10.3389/fpsyt.2019.00278
**Supplement:** Supplementary file 6

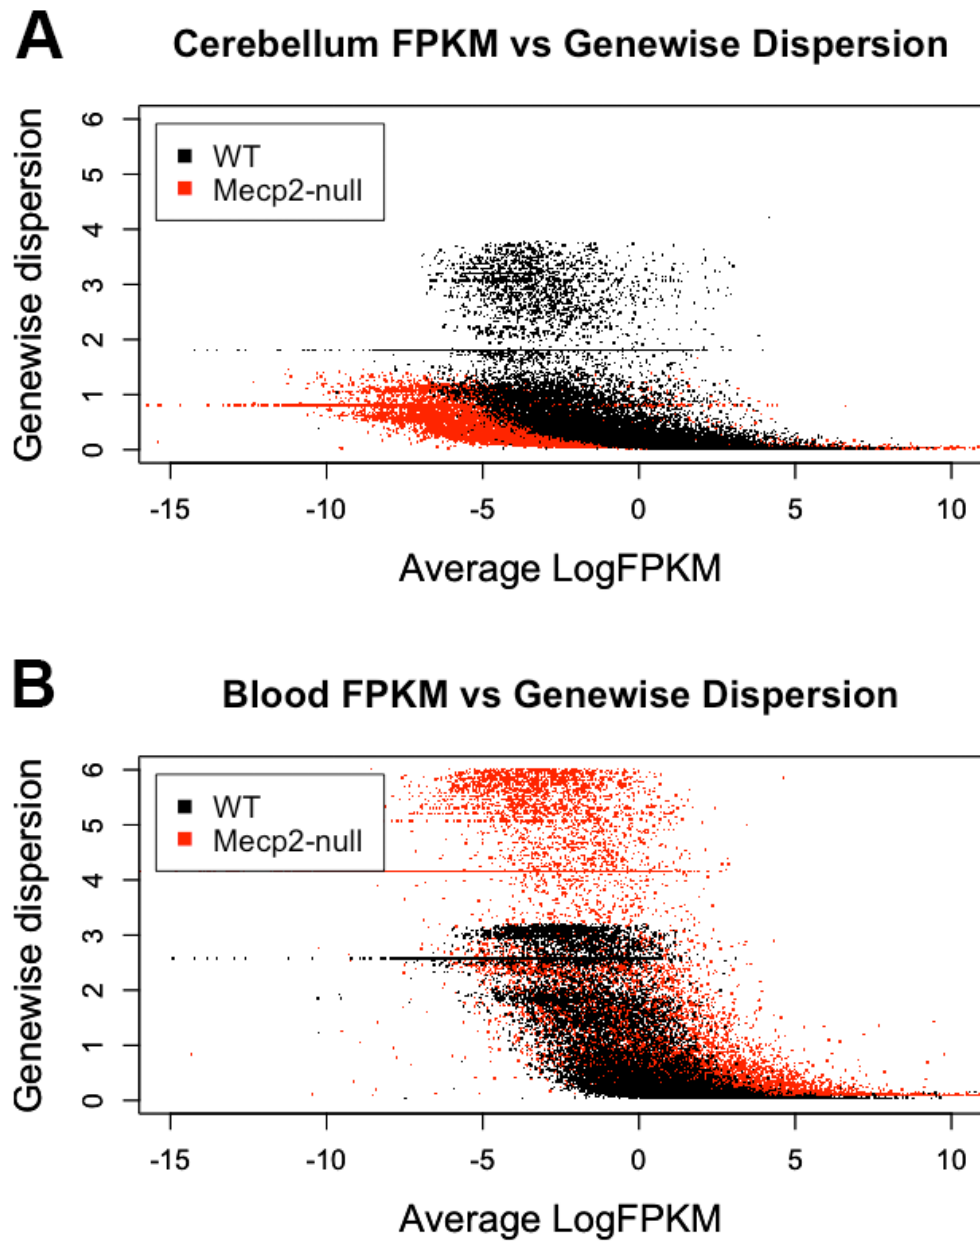

Supplementary Figure 1. Scatterplot of average gene expression (in logFPKM) versus genewise dispersion in cerebellum (A) and blood (B). Black and red colours represent WT and Mecp2-null data, respectively.

# Supplementary material for: Transcriptomic Analysis of Mecp2 Mutant Mice Reveals Differentially Expressed Genes and Altered Mechanisms in Both Blood and Brain
**Source:** Front Psychiatry. 2019 Apr 29;10:278. doi: 10.3389/fpsyt.2019.00278
**Supplement:** Supplementary file 7

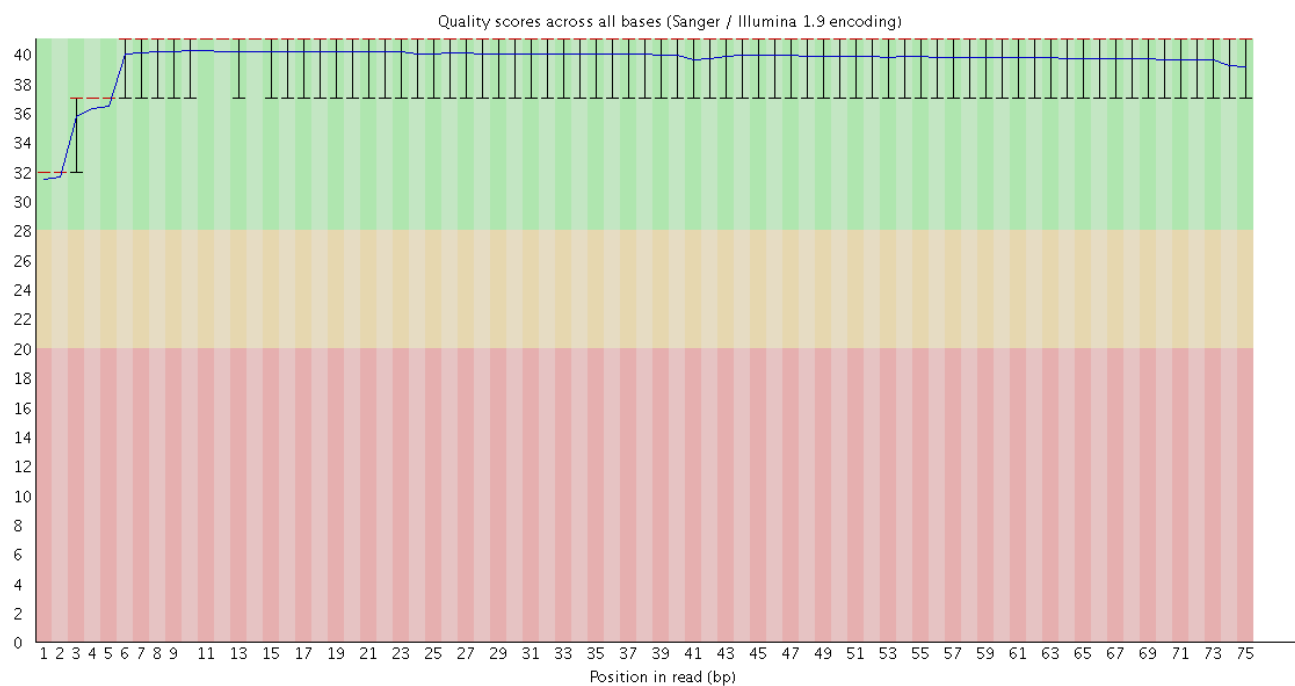

Supplementary Figure 2. Representative example of quality control of the sequencing reads obtained using FastQC. The y axis represents the mean quality score for each read position. Values in the green area are considered of good quality.

How the deposited data were processed for this re-analysis (not part of the article)

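The authors sequenced RNA of 12 libraries in 4 groups of 3, cerebellum and blood of *Mecp2*-null and of WT males. Blood and cerebellum with the same genotype and number are from the same animal, as the public record states. Across genes, the deviations of the 2 tissues of an animal from their group means had correlations of −0.0389 to 0.0136 in WT and 0.0185 to 0.0458 in *Mecp2*-null mice. Between tissues of different animals they were −0.0203 to 0.0311 in WT and −0.0244 to −0.00708 in *Mecp2*-null mice. Tissues of an animal thus moved together weakly at most, and in *Mecp2*-null mice only. The tissue by genotype interaction was fitted without a term for the animal, which leaves the pairing out. With the animal as a block, that test called 0 genes, as without it.

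The authors aligned paired-end reads to GRCm38 with Hisat2, estimated transcript coverage with StringTie on an annotation whose release is not named in the paper's text, and converted it to read counts per gene with the prepDE script. The deposited values are whole-number counts rounded from coverage, in which each read of a pair counts, and they are not normalized. The public record and the paper differ on whether the library kit kept the strand. The table holds 48526 genes by Ensembl identifier with 48395 distinct names; 253 entries share a name with another and 27 carry a name that a spreadsheet turned into a date, so genes were joined by identifier. It still holds 1198 miRNA entries and entries without counts, 31946 having a count in any library. Positions, biotypes and exon lengths are those of GENCODE M21 for GRCm38, which matched 48058 of the entries.

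Genes with at least 1 count in any of the 12 libraries and not annotated as miRNA were tested, 31172 in all. The main test is the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 after TMM scaling, with WT and *Mecp2*-null as 2 groups, each tissue in a fit of its own, and all 12 libraries in 1 fit with 4 groups for the interaction. The p were adjusted by Benjamini-Hochberg over all tested genes, with a threshold of 0.05. The prior count for log2 CPM was 0.5. The SE of a log2FC was taken from the fit as its size over the square root of F. Where all libraries of a group had 0 counts, the lower bound of the fold was computed against 3 counts over the group.

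Gene lists of cell types, tissues and pathways were written before the data were examined but after the paper's tables were read. Those tables come from the same libraries, so lists that hold genes they name are not independent of them. They were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with adjustment over 35 tests in cerebellum and 25 in blood. Camera with an estimated correlation and the directional test of fry were the alternatives. Of the 76 genes of the complement and coagulation list, 25 are also on another list and 6 are named by the paper. These numbers are 26 and 9 for the 86 of platelet activation, and 17 and 6 for the 59 of hepatocytes. They are 9 and 9 for the 28 of nitric oxide synthesis and network nodes, and 16 and 8 for the 42 platelet and megakaryocyte markers. They are 3 and 4 for the 37 neutrophil granule genes and also for the 40 lung epithelium genes. Expression in the tissues was compared by Spearman correlation of mean log2 CPM over genes with counts in both, and dispersion as the genewise estimate of edgeR over genes with a mean of at least 1 CPM.

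Genes are named by a rule fixed before the data were examined, per tissue: the genes the paper names, whose values in the paper were seen; among called genes with a mean of at least 1 CPM and all *Mecp2*-null libraries on 1 side of all WT libraries, the 10 with the largest fold in each direction; of each list described, up to 4 members with the smallest p and any member called; the 5 genes with the smallest p in the interaction; every gene called in both tissues; and *Mecp2*. Genes outside the rule are said to be so.

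The alternatives fixed before the data were examined were the likelihood ratio test of edgeR (the paper's test), the same test with library totals and no TMM, DESeq2 1.42.0, a robust quasi-likelihood fit, RLE factors, the filter of low counts of edgeR, miRNA kept, each library left out in turn, all 12 libraries in 1 fit, and the replicate number as a block; for correlations and dispersion, other gene filters and counts per kilobase of exon. Added after the data were seen were the fits without both WT cerebella that hold liver genes, without both *Mecp2*-null cerebella that hold genes of neighboring tissue, without globin genes and *Gm42418*, without the hepatocyte genes of the complement list, with *Ube2v1* and *Gm20431* summed, and the likelihood ratio test under further settings. Where 1 of 3 libraries of a group was left out the group kept 2, and without 2 of them the remaining library is assumed to vary like the other group.

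Total counts had a median of 124684152 in WT cerebellum, 154695793 in *Mecp2*-null cerebellum, 118517494 in WT blood and 88002895 in *Mecp2*-null blood, and 16516 to 26786 genes had counts in a library. TMM factors were 0.790 to 1.72 in blood except 0.362 in *Mecp2*-null replicate 3. The code was tested on simulated data of the same size with fold changes put in: in cerebellum the quasi-likelihood test recovered 58.2% of genes changed 2-fold and 98.5% of those changed 4-fold, in blood 2.99%, 52.2% and, for 16-fold, 93.9%, and for the interaction 1.89%, 28.4% and 72.5%. Of its calls on simulated data, 28 of 213 in cerebellum, 15 of 115 in blood and 7 of 144 for the interaction were genes without a change; for the likelihood ratio test these were 69 of 267 in cerebellum, 20 of 124 in blood and 189 of 387 for the interaction, and for DESeq2 92 of 301, 109 of 232 and 299 of 523. A set of 40 genes changed 2-fold had a camera p of 6.48e-42 in cerebellum and 2.26e-22 in blood in simulated data. Simulated genes varied independently of each other. In the data the estimated correlation was 0.693 for hepatocyte genes in cerebellum. In blood it was 0.579 for platelet and megakaryocyte markers and 0.124 for platelet activation. The simulated camera p therefore need not hold for such lists. Simulated counts had 1 dispersion per gene for both genotypes, and only genes with a mean of at least 1 CPM were changed. In the data, median dispersion was 0.245 in *Mecp2*-null and 0.0728 in WT blood, so the simulated rates need not hold there.

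Left out were the qPCR in other animals and the protein networks, which the table of counts does not hold, the reads themselves, which would be needed to separate deleted from retained exons, and any overlap with the paper's supplementary gene tables, which were held only in part.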

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

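The tests of *Ube2v1* with *Gm20431*, of the share of liver genes above the other libraries, of WT replicate 2 against the *Mecp2*-null libraries, of the primers, of the ratio of airway to alveolar genes, of the counts outside the highest genes, of the removal of globin genes and of the number of *Mecp2*-null libraries above WT were chosen after the result was seen; the spread of liver genes between the libraries was set before its value was seen. In the airway test the gene set was also restricted after a first result.

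The genotype effect on *Ube2v1* in blood minus that in cerebellum was 5.44 on the log2 scale (SE 0.81, FDR = 0.0905 from edgeR, 0.810 with the animal as a block), a difference between tissues that did not pass the test. It stood out because every *Mecp2*-null blood library lay above, and every *Mecp2*-null cerebellum below, every WT library of its tissue. The sum of *Ube2v1* and *Gm20431* had a log2FC of 0.088 (SE 0.13) in cerebellum and −0.49 (SE 0.29) in blood. In cerebellum this stands against a fall of both genes together of the size of the *Ube2v1* log2FC, −2.91. In blood it stands against a rise of the size of the *Ube2v1* log2FC, 2.58, but a lower sum is not excluded. Reads of 1 locus counted for *Ube2v1* in some libraries and for *Gm20431* in others may explain the opposite directions. Of 1161 overlapping pairs without either gene, 36, in 21 groups with no gene in common, switched likewise between libraries of 1 tissue. The sum leaves out *Tmem189*, a gene outside the naming rule, which shares 694 exon bases with *Gm20431*. *Tmem189* had 60.4 and 46.0 CPM in the WT cerebella without *Gm20431* counts, against 29.7 to 37.4 CPM in the other cerebella. In blood it had 32.8 and 41.3 CPM in *Mecp2*-null replicates 2 and 3, also without *Gm20431* counts, against 21.8 to 28.2 CPM in the others. The paper's qPCR in additional mice had the directions of *Ube2v1* alone. Its primers and probe match 4 of 7 transcripts of *Ube2v1* and the 1 of *Gm20431*. They also match the processed pseudogene *Gm5830* and 1 of 2 transcripts of *Gm8325*. The qPCR therefore does not separate these genes, and its nearest counterpart in the counts is the sum of *Ube2v1* and *Gm20431*. That sum had the sign opposite to the qPCR in both tissues, 0.088 in cerebellum and −0.49 in blood, and passed the test in neither. An exchange in counting leaves the directions of the qPCR unexplained. What stays open is a genotype effect on which of the overlapping genes is transcribed: 1 WT cerebellum library of 3 had over 50% of the pair's counts on *Gm20431*, against all 3 *Mecp2*-null libraries, and counts per gene cannot separate a change in transcripts from a change in assignment.

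Hepatocyte genes in cerebellum, which the paper does not discuss as a group, had an adjusted p of 1.025e-12 from camera (lower in *Mecp2*-null mice, adjusted p = 0.793 with an estimated correlation). Of the measured liver genes, 69.0% (40 of 58) were above the other 4 libraries in both WT replicates 1 and 3. Chance gives 6.67% for a pair of libraries. The share lies between the 80% that liver RNA was taken to need and the 50% set against it, so it does not decide. Of the 58, 39 had a mean under 0.1 CPM in the other 4 libraries. Over all genes, 36 were over 1 CPM in WT replicate 3 and under 0.1 CPM in those 4. Of these 36, 31 are on the liver list and 32 were also above in WT replicate 1. These values go with liver RNA in both libraries but were not set as a test. The log2 ratio of replicate 3 to replicate 1 over 30 liver genes had a median of 2.89 and an interquartile range of 0.72, so liver RNA from 1 source in different amounts may explain both libraries; *Alb* reached 15.7 CPM and *Serpina1e* 5.42 CPM in WT replicate 3. A *Mecp2* effect on liver genes needs all WT libraries higher. The mean of these genes in WT replicate 2 was −0.33 on the log2 scale against the highest *Mecp2*-null library. WT replicate 2 (−4.73) thus lay within the *Mecp2*-null libraries (−5.02 to −4.40) and did not meet this. Only 1 WT library is free of the pattern, so such an effect was not excluded. The paper's qPCR in additional mice found *Serpina1c*, a gene of hepatocytes, lower in mutant cerebellum, and it was also lower in mutant liver. Liver RNA in WT replicates 1 and 3 leaves that qPCR result in cerebellum unexplained.

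Lung epithelium genes in blood, also not discussed as a group, had an adjusted p of 2.535e-09 from camera (higher in *Mecp2*-null mice, adjusted p = 0.304 with an estimated correlation), with 32 of 38 at a positive log2FC. Lung tissue of 1 makeup in the samples is argued against by the ratio of airway secretory to alveolar genes, which was 0.380, 21.1 and 256 in the 3 *Mecp2*-null libraries, 675 times apart. A few genes taking most of the counts is argued against as well: with each library scaled to its counts outside its 20 highest genes, globin genes and *Gm42418*, the list mean was higher in every *Mecp2*-null than in every WT library, by at least 2.23 on the log2 scale (SE 0.647 over genes). Leaving the globin genes and *Gm42418* out of the fit moved each gene by at most 0.0302 and tests nothing. Blood was drawn by suction from the heart. RNA of other tissues in single *Mecp2*-null samples could not be told apart from a change shared by the genotype. The reason is that 3 of 3 *Mecp2*-null libraries had a list mean above all WT libraries. Such RNA may have differed in kind. *Sftpc*, named outside the rule for naming genes, had 6.48, 5.84 and 0 CPM, and *Msln* had 1.08, 21.6 and 5.40 CPM. The paper's methods list qPCR assays for the airway genes *Bpifa1* and *Scgb3a2*. Its text names neither among the genes found dysregulated by qPCR, and their qPCR values were not examined here.

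Each of the following lists gave a signal in genes the paper does not discuss as a group, by camera at the preset correlation, and no explanation was tested. Immediate early genes in cerebellum were lower (27 of 34, adjusted p = 2.773e-08, adjusted p = 0.768 with an estimated correlation). Genes of brain tissue next to the cerebellum were higher (25 of 29, adjusted p = 9.105e-05, adjusted p = 0.768 with an estimated correlation; 0.374 without *Mecp2*-null replicates 1 and 2 together, a setting chosen after the data were seen, range 8.49e-12 to 0.768 over its alternatives). Interferon-stimulated genes in blood were lower (43 of 47, adjusted p = 1.11e-18, adjusted p = 0.286 with an estimated correlation). Neutrophil granule genes in blood were higher (35 of 37, adjusted p = 8.599e-13, adjusted p = 0.417 with an estimated correlation).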

How the results depend on the processing

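Chosen after the data were seen were the fits without 2 libraries together, without the hepatocyte genes, with *Ube2v1* and *Gm20431* summed and the alternatives of the likelihood ratio test other than library totals without TMM; where a result moved, the cause was not tested unless named. Called genes in cerebellum (4 in the main test) were 86 by the likelihood ratio test, 83 by it with library totals and no TMM, 98 by DESeq2, 1 with all 12 libraries in 1 fit, 0 with the replicate block, 0 without *Mecp2*-null replicates 1 and 2 together, and 0 to 9 leaving out 1 library. In blood (0, with 1878 genes at an unadjusted p under 0.05) they were 211, 78 (67 higher and 11 lower, against 109 and 102 with TMM), 487 by DESeq2, 156 (68 higher and 88 lower) in 1 fit and 0 to 14. For the interaction (0) they were 518, 254 without TMM, 706 by DESeq2 and 0 to 526, the last without *Mecp2*-null blood replicate 3. The replicate numbers do not pair the genotypes: deviations of WT and *Mecp2*-null libraries of the same number had correlations of −0.329 to 0.214 in cerebellum and −0.132 to 0.0196 in blood.

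Genes called in both tissues (0) were 2 by the likelihood ratio test, 3 by DESeq2, 1 with all 12 libraries in 1 fit, 1 by the likelihood ratio test with *Ube2v1* and *Gm20431* summed, and 0 leaving out any library. Cerebellar calls with an unadjusted p under 0.05 in blood (2) were 10 by the likelihood ratio test, 10 without TMM, 15 by DESeq2, 1 each with the robust fit, RLE factors, the filter of low counts and 1 fit, 0 with the block and 0 to 5 leaving out 1 library; blood calls in cerebellum (0) were 15, 6 without TMM, 39 by DESeq2, 2 in 1 fit and 0 to 3. Calls of the likelihood ratio test in cerebellum (86) were 41 over the genes that filterByExpr keeps, 53 without WT replicates 1 and 3, 187 without *Mecp2*-null replicates 1 and 2, and 49 to 158 leaving out 1 library; those in blood (211) were 72 to 1013, the last without *Mecp2*-null replicate 3.

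Spearman rho in WT mice was 0.773 over all genes, 0.554 per kilobase of exon and 0.621 to 0.635 leaving out 1 animal; in *Mecp2*-null mice it was 0.765, 0.538, 0.636 over the genes that filterByExpr keeps and 0.601 to 0.636. Median dispersion in cerebellum was 0.0295 at 10 CPM and more, 0.152 over all tested genes and 0.0318 to 0.0464 leaving out 1 library; in blood it was 0.0910, 1.32 and 0.0947 to 0.187.

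Lower complement and coagulation genes in cerebellum had an adjusted p of 0.858 with an estimated correlation, 0.843 with fry, 0.101 without the hepatocyte genes and 5.55e-07 to 0.428 leaving out 1 library, and the direction turned without WT replicates 1 and 3 together (adjusted p = 0.432), the single reversal among these results. Genes over 100 kb in cerebellum, higher in *Mecp2*-null mice, had 0.768 with an estimated correlation, 0.398 with fry, 0.0760 without WT replicates 1 and 3, 0.0815 without *Mecp2*-null replicates 1 and 2 and 1.95e-05 to 0.0294 leaving out 1 library. Lower platelet activation genes in blood had 0.304 with an estimated correlation, 0.143 with fry and 2.64e-12 to 8.43e-06 leaving out 1 library. Of the other lists, 7 passed in cerebellum, 12 without *Mecp2*-null replicates 1 and 2, 0 with an estimated correlation, 0 with fry and 4 to 11 leaving out 1 library; 14 passed in blood, 0 with an estimated correlation, 0 with fry and 13 to 15.

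For single named genes, no alternative reversed a call. Of 66 in cerebellum, 4 were called in the main test, 28 by the likelihood ratio test and 28 by DESeq2; of 93 in blood, 0, 58 and 62. Leaving out libraries, *Lsm12*, *Gpr21*, *Gm27640* and *Mecp2* each missed the threshold without *Mecp2*-null replicate 1. In simulated data, a 2-fold change was recovered in 2.99% of genes in blood and 58.2% in cerebellum. The simulation used the depth of these libraries, 1 dispersion per gene for both genotypes, and changes only in genes of at least 1 CPM. The median dispersion was 3.65 times higher in blood, and the limit set by depth was not separated from it.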

Differences from the paper's values

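All values computed here come from the quasi-likelihood test unless another is named, and the paper's methods name the likelihood ratio test. The alternatives named are those set before the data were examined. A log2FC is counted as different where its sign changes or it lies further from the paper's than 1 SE, a correlation where it lies further than 1 SD between animals, and a p, an adjusted p or a number of genes where 1 value is over 1.5 times the other; the paper's value is met where the 2 are not different by this measure. None of 66 log2FC stated by the paper was different in this sense in the main test. Of 46 adjusted p, 46 differed in the main test and 1 in the likelihood ratio test; of 21 unadjusted p, 16 differed in the main test and 0 in the likelihood ratio test. Of the 5 others, that of *Mup10* in blood lay on the other side of 0.05 (the paper's 4.28E-02, here 0.0640).

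Adjusted p in cerebellum in Table 1 were, for *Mecp2* (the paper's 5.38E-27, here 0.0128), *Gm27640* (the paper's 1.94E-23, here 0.00532), *Lsm12* (the paper's 5.39E-19, here 0.0110), *Gpr21* (the paper's 5.09E-16, here 0.0154), *Gm10408* (the paper's 8.96E-13, here 0.207), *Zdhhc24* (the paper's 1.17E-06, here 0.114), *Tenm2* (the paper's 6.32E-06, here 0.163), *Bdnf* (the paper's 5.29E-05, here 0.279), *Paip2* (the paper's 1.05E-04, here 0.433) and *Gm3298* (the paper's 2.22E-04, here 0.908). The paper's value was met for *Mecp2*, *Gm27640*, *Lsm12*, *Gpr21*, *Gm10408*, *Zdhhc24*, *Tenm2* and *Paip2* by the likelihood ratio test alone; for *Bdnf* and *Gm3298* by the likelihood ratio test with and without TMM; the other alternatives did not meet it.

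Adjusted p in blood in Table 1 were, for *Ube2v1* (the paper's 4.52E-10, here 0.158), *Bpifa1* (the paper's 2.70E-09, here 0.425), *Tmem164* (the paper's 4.46E-09, here 0.168), *Tnnc2* (the paper's 6.73E-09, here 0.425), *Mmrn1* (the paper's 4.73E-08, here 0.307), *Camp* (the paper's 8.33E-08, here 0.425), *Scgb3a1* (the paper's 1.75E-06, here 0.507), *Mpo* (the paper's 1.75E-06, here 0.425), *Bace2* (the paper's 3.01E-06, here 0.425) and *Mecp2* (the paper's 4.07E-06, here 0.307). By alternative, the paper's value was met for *Ube2v1*, *Bpifa1*, *Tmem164*, *Tnnc2*, *Mmrn1*, *Camp*, *Scgb3a1*, *Mpo*, *Bace2* and *Mecp2* by the likelihood ratio test alone; the other alternatives did not meet it.

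Adjusted p in cerebellum in the text were, for *Bdnf* (the paper's 1.05E-04, here 0.279) and *Ube2v1* (the paper's 0.02, here 0.908). Among the alternatives, the paper's value was met for *Ube2v1* by the likelihood ratio test alone; for *Bdnf* by the likelihood ratio test without TMM; the other alternatives did not meet it.

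Adjusted p in cerebellum in Table 2 were, for *Dnah14* (the paper's 2.51E-02, here 0.908), *Fkbp5* (the paper's 3.70E-02, here 0.908), *Serpina1c* (the paper's 2.76E-02, here 0.908), *Gm28374* (the paper's 1.34E-02, here 0.908), *Ahsa2* (the paper's 4.13E-02, here 0.908) and *Mup10* (the paper's 3.30E-02, here 0.908). The paper's value was met for *Dnah14*, *Fkbp5*, *Serpina1c*, *Gm28374*, *Ahsa2* and *Mup10* by the likelihood ratio test with and without TMM; the other alternatives did not meet it.

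Unadjusted p in blood in Table 2 were, for *Dnah14* (the paper's 3.88E-03, here 0.0275), *Fkbp5* (the paper's 4.90E-03, here 0.0116), *Serpina1c* (the paper's 5.50E-03, here 0.0298), *Gm28374* (the paper's 1.84E-02, here 0.0573), *Lsm12* (the paper's 3.24E-02, here 0.0496) and *Ahsa2* (the paper's 4.15E-02, here 0.0259). By alternative, the paper's value was met for *Dnah14* by the likelihood ratio test and all 12 libraries in 1 fit; for *Fkbp5* by the likelihood ratio test, DESeq2, all 12 libraries in 1 fit, the replicate block and the fit without blood *Mecp2*-null replicate 1; for *Serpina1c* by the likelihood ratio test and the fit without blood *Mecp2*-null replicate 1; for *Gm28374* by the likelihood ratio test, the likelihood ratio test without TMM and all 12 libraries in 1 fit; for *Lsm12* by the likelihood ratio test, DESeq2, the replicate block and the fit without blood *Mecp2*-null replicate 1; for *Ahsa2* by the likelihood ratio test, the fit without blood WT replicate 1, the fit without blood WT replicate 2, the fit without blood *Mecp2*-null replicate 1 and the fit without blood *Mecp2*-null replicate 3; the other alternatives did not meet it.

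Adjusted p in blood in Table 2 were, for *Atp6v0d2* (the paper's 4.30E-02, here 0.707), *Hal* (the paper's 2.87E-02, here 0.692), *Ankrd63* (the paper's 3.79E-02, here 0.704), *Hist1h2be* (the paper's 1.08E-02, here 0.526), *Slc6a4* (the paper's 2.27E-02, here 0.526), *Crispld2* (the paper's 4.87E-02, here 0.549), *RP23-253I14.4* (the paper's 1.05E-02, here 0.670), *C430002N11Rik* (the paper's 5.89E-03, here 0.629), *Scgb3a2* (the paper's 2.26E-03, here 0.639), *Gm5741* (the paper's 9.00E-03, here 0.640), *Gpx3* (the paper's 1.64E-02, here 0.507), *S100a9* (the paper's 2.01E-02, here 0.606), *Snx31* (the paper's 3.09E-03, here 0.583), *Ms4a3* (the paper's 5.27E-03, here 0.654), *Prg3* (the paper's 5.27E-03, here 0.643), *Gsta3* (the paper's 4.06E-03, here 0.499), *Gstm2* (the paper's 2.34E-04, here 0.474) and *Itgb3* (the paper's 1.00E-03, here 0.472). Among the alternatives, the paper's value was met for *Atp6v0d2*, *Ankrd63*, *Slc6a4*, *Crispld2*, *RP23-253I14.4*, *C430002N11Rik*, *Scgb3a2*, *Gm5741*, *Gpx3*, *S100a9*, *Snx31*, *Ms4a3*, *Prg3*, *Gstm2* and *Itgb3* by the likelihood ratio test alone; for *Hal* and *Gsta3* by the likelihood ratio test with and without TMM; for *Hist1h2be* by the likelihood ratio test and the fit without blood *Mecp2*-null replicate 1; the other alternatives did not meet it.

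Unadjusted p in cerebellum in Table 2 were, for *Atp6v0d2* (the paper's 3.44E-04, here 0.0123), *Hal* (the paper's 3.65E-04, here 0.0127), *Ankrd63* (the paper's 5.56E-04, here 0.00379), *Hist1h2be* (the paper's 4.59E-03, here 0.00776), *Slc6a4* (the paper's 1.13E-02, here 0.0358), *RP23-253I14.4* (the paper's 1.28E-02, here 0.0251), *C430002N11Rik* (the paper's 1.32E-02, here 0.0585), *Tnnc2* (the paper's 1.37E-02, here 0.0260), *Scgb3a2* (the paper's 1.91E-02, here 0.0704) and *Gm5741* (the paper's 3.33E-02, here 0.0861). The paper's value was met for *Ankrd63* by the likelihood ratio test alone; for *Atp6v0d2*, *Hal*, *RP23-253I14.4*, *Scgb3a2* and *Gm5741* by the likelihood ratio test with and without TMM; for *Hist1h2be* by the likelihood ratio test, the likelihood ratio test without TMM and the robust fit; for *Slc6a4* by the likelihood ratio test, the likelihood ratio test without TMM and all 12 libraries in 1 fit; for *C430002N11Rik* by the likelihood ratio test, the likelihood ratio test without TMM and all 12 libraries in 1 fit; for *Tnnc2* by the likelihood ratio test, the likelihood ratio test without TMM and the replicate block; the other alternatives did not meet it.

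At the paper's threshold, genes called in cerebellum were the paper's 81 (44 higher, 37 lower), here 4 (3 higher, 1 lower), with 1303 at an unadjusted p under 0.05; the likelihood ratio test with TMM (86) and without (83) and DESeq2 (98; 57 higher, 41 lower) came within 1.5 times these, and the others did not. Genes called in blood were the paper's 205 (105 higher, 100 lower), here 0, with 1878 at an unadjusted p under 0.05; the likelihood ratio test (211) came within 1.5 times these and all 12 libraries in 1 fit (156; 68 higher, 88 lower) within 1.5 times the total and the lower genes, and the others, DESeq2 (487) among them, did not. Genes called in both tissues were the paper's 2, here 0; the likelihood ratio test (2) and DESeq2 (3) came within 1.5 times this, and the others did not. In the likelihood ratio test the gene called with *Mecp2* is *Ube2v1*, as in the paper.

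The correlation of blood and cerebellum is given by the paper as a Spearman R squared of 0.95 in WT and 0.93 in *Mecp2*-null mice; here rho squared was 0.430 and 0.436, and rho 0.655 and 0.660. None of the other gene filters, the unit per kilobase of exon or leaving out an animal came within it, for either form. Between genotypes within a tissue rho squared was 0.981 in cerebellum and 0.930 in blood.

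The paper states that *Bdnf* could not be detected in blood; here it had 30 counts over WT and 47 over *Mecp2*-null blood. The adjusted p the paper gives for *Bdnf* in its text equals the 1 it gives for *Paip2* in Table 1.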

Other observations

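Genes and counts in this part that were chosen after their values were seen, or not fixed beforehand, are named as such. *Nr4a2* and *Npas4*, transcription factors induced by neuronal activity, were lower in all 3 *Mecp2*-null cerebella than in all 3 WT cerebella, with 25.2 ± 10.2 and 9.67 ± 1.13 CPM, a log2FC of −1.38 (SE 0.28, FDR = 0.908) and 4.37 ± 1.81 and 1.46 ± 0.337 CPM, a log2FC of −1.58 (SE 0.36, FDR = 0.908) in edgeR. Adjusted over the list alone, 8 of 34 immediate early genes were lower, with 0 over all genes and 3 by the likelihood ratio test. *Gdf11*, a growth factor previously linked to *Mecp2*, had 34.6 ± 3.09 and 12.8 ± 3.98 CPM, a log2FC of −1.44 (SE 0.24, FDR = 0.766), and *Car4*, a carbonic anhydrase of capillaries, 131 ± 16.8 and 59.6 ± 13.7 CPM, a log2FC of −1.13 (SE 0.19, FDR = 0.766). *Six3* and *Lhx9*, transcription factors of forebrain and midbrain, had 3.45, 6.29 and 0.114 CPM and 10.7, 17.6 and 1.83 CPM in the 3 *Mecp2*-null cerebella, against 0.00775 ± 0.0134 and 1.30 ± 0.395 CPM in WT. Genes over 100 kb were higher as a group, 1860 of 2631 (adjusted p = 0.000186 from camera, adjusted p = 0.768 with an estimated correlation).

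In blood, the interferon-stimulated genes *Isg15* and *Irf7*, a ubiquitin-like protein and a transcription factor, were lower in all 3 *Mecp2*-null libraries, with 651 ± 189 and 135 ± 45.1 CPM, a log2FC of −2.27 (SE 0.38, FDR = 0.425) and 207 ± 77.0 and 51.6 ± 19.9 CPM, a log2FC of −2.00 (SE 0.39, FDR = 0.474) in edgeR. Adjusted over the list alone, 15 were lower and 1 higher, with 0 over all genes and 7 lower and 1 higher by the likelihood ratio test. Neutrophil granule genes had a mean log2 CPM of 1.70, 1.47 and 0.88 in WT and 6.67, 3.50 and 3.76 in *Mecp2*-null blood, 25 of 37 higher over the list alone and 16 by the likelihood ratio test. Eosinophil genes were higher (adjusted p = 0.000227, adjusted p = 0.286 with an estimated correlation). In *Mecp2*-null replicate 1 *Vpreb1*, a marker of B cell precursors chosen after its values were seen, had 8.91 CPM, against 0 to 1.32 CPM in the other 5 libraries. Proliferation genes in blood (adjusted p = 8.17e-05) did not pass without that library (0.0567, range 3.50e-09 to 0.626 over its alternatives), nor did genes of NK cells (0.0567, range 9.26e-16 to 0.512) and T cells (0.936, range 9.15e-09 to 0.936).

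The other lists gave these adjusted p from camera. In blood, fibroblast and mesothelium genes were higher (2.72e-13), as were adipocyte (0.000966) and skeletal muscle genes (2.70e-05), and genes of B cells (0.000227), NK cells (0.000227) and T cells (0.00143) were lower; erythroid genes had 0.377, with 0.0341 without *Mecp2*-null replicate 1 and 0.00209 without *Mecp2*-null replicate 3, both lower (range 0.00209 to 0.894 over its alternatives). Monocyte, heart muscle, NF-kB and immediate early genes in blood had 0.665, 0.701, 0.838 and 0.753. In cerebellum, skeletal muscle genes were higher (0.000199) but did not pass without *Mecp2*-null replicates 1 and 2 together, a setting chosen after the data were seen (0.658, range 6.63e-07 to 0.768), and genes of proliferation (0.0157), B cells (0.00235) and T cells (0.0157) were lower; B cell genes did not pass without WT replicate 2 (0.106) or *Mecp2*-null replicate 3 (0.158; range 0.000115 to 0.793), T cell genes without the same libraries (0.422 and 0.240; range 5.42e-05 to 0.843), and proliferation genes without WT replicate 2 (0.0621), WT replicate 3 (0.0550) or *Mecp2*-null replicate 2 (0.0575; range 0.00928 to 0.768). Genes of Purkinje cells, granule cells, interneurons, Bergmann glia, oligodendrocytes, microglia, endothelium and choroid plexus had 0.382, 0.392, 0.481, 0.931, 0.481, 0.631, 0.564 and 0.480. The neutrophil, eosinophil, interferon, erythroid, NK cell, monocyte, lung, heart, fibroblast, adipocyte and NF-kB lists had 0.976, 0.392, 0.481, 0.392, 0.273, 0.392, 0.997, 0.976, 0.778, 0.976 and 0.392 in cerebellum. With an estimated correlation or the directional test of fry no list passed in either tissue. The test of fry without regard to direction was not adjusted over the lists. Its smallest unadjusted p was 0.000759 in cerebellum, for genes previously linked to *Mecp2*, and 4.31e-07 in blood, for the nitric oxide list.

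Between tissues, the smallest p of the interaction after *Bace2* and *Tmem164* were those of *Armc2*, *Ptk7* and *Arg1*, with −10.08, 3.92 and 10.37 on the log2 scale in blood minus cerebellum, all at an FDR of 0.0905 in edgeR. Of 11469 genes with at least 1 CPM in both tissues, 109 (0.950%) had groups wholly apart in opposite directions and 135 (1.18%) in the same direction, where unrelated tissues with the same shares of genes apart (chance alone gives 10% in a tissue) would give 0.989% and 0.994%; this count was not fixed beforehand.

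The 3 animals of each genotype make 10 splits, so the share of splits with a result as large is never under 0.1; these counts were set before the data were examined. For calls of the quasi-likelihood test the real split gave 4 in cerebellum and the highest other 6 (3 splits as large), in blood 0 and 0 (10 splits) and for the interaction 0 and 3 (10 splits). For calls of the likelihood ratio test they were 86 and 187 in cerebellum (2 splits), 211 and 70 in blood (1 split) and 518 and 310 for the interaction (1 split). The split that put WT replicate 1 with *Mecp2*-null replicates 1 and 3 gave the 187 calls, more than the real split. In that split the quasi-likelihood test called 4 genes in cerebellum, as many as in the real split. A structure of the cerebellum samples apart from genotype was not tested.

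Genes called in both tissues by the likelihood ratio test were 2 in the real split and at most 0 in another (1 split as large). These were *Ube2v1* and *Mecp2*, which the real split separates by design. Calls with an unadjusted p under 0.05 in the other tissue were 10 and at most 8 (1 split) from cerebellum. From blood they were 15 and at most 9 (1 split), and *Mecp2* was again among the calls from both tissues. The camera p of the complement and coagulation list was 0.00047 in the real split and as small as 3.43e-08 in another (3 splits), that of platelet activation 4.04e-10 and 2.47e-10 (2 splits), and that of genes over 100 kb 2.12e-05 and 3.61e-05 (1 split). Lists past the threshold were 8 and at most 17 in cerebellum (6 splits), and 15 and 15 in blood (2 splits).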
